# Transcriptional Network Analysis Reveals that AT1 and AT2 Angiotensin II Receptors Are Both Involved in the Regulation of Genes Essential for Glioma Progression

**DOI:** 10.1371/journal.pone.0110934

**Published:** 2014-11-03

**Authors:** Hátylas Azevedo, André Fujita, Silvia Yumi Bando, Priscila Iamashita, Carlos Alberto Moreira-Filho

## Abstract

Gliomas are aggressive primary brain tumors with high infiltrative potential. The expression of Angiotensin II (Ang II) receptors has been associated with poor prognosis in human astrocytomas, the most common type of glioma. In this study, we investigated the role of Angiotensin II in glioma malignancy through transcriptional profiling and network analysis of cultured C6 rat glioma cells exposed to Ang II and to inhibitors of its membrane receptor subtypes. C6 cells were treated with Ang II and specific antagonists of AT1 and AT2 receptors. Total RNA was isolated after three and six hours of Ang II treatment and analyzed by oligonucleotide microarray technology. Gene expression data was evaluated through transcriptional network modeling to identify how differentially expressed (DE) genes are connected to each other. Moreover, other genes co-expressing with the DE genes were considered in these analyses in order to support the identification of enriched functions and pathways. A hub-based network analysis showed that the most connected nodes in Ang II-related networks exert functions associated with cell proliferation, migration and invasion, key aspects for glioma progression. The subsequent functional enrichment analysis of these central genes highlighted their participation in signaling pathways that are frequently deregulated in gliomas such as ErbB, MAPK and p53. Noteworthy, either AT1 or AT2 inhibitions were able to down-regulate different sets of hub genes involved in protumoral functions, suggesting that both Ang II receptors could be therapeutic targets for intervention in glioma. Taken together, our results point out multiple actions of Ang II in glioma pathogenesis and reveal the participation of both Ang II receptors in the regulation of genes relevant for glioma progression. This study is the first one to provide systems-level molecular data for better understanding the protumoral effects of Ang II in the proliferative and infiltrative behavior of gliomas.

## Background

Gliomas are highly prevalent and therapy-resistant types of primary brain cancer. Despite recent advances in glioma therapy, the current standard therapeutic procedure still comprises maximum surgical resection and radiotherapy with temozolomide [1]. Patients undergoing this procedure have a median survival time of less than 2 years, illustrating how the prognosis of glioma patients is bleak. Surgical treatment presents many limitations, as the infiltrative nature of these tumors causes them to diffuse around surrounding brain parenchyma [2]. Consequently, molecular mechanisms underlying the poor prognosis of patients with gliomas should be investigated in order to develop novel drug-based treatments for blocking tumor progression. An interesting clue for unraveling those mechanisms is given by the association between expression of Angiotensin II (Ang II) receptors and poor prognosis in human astrocytomas [3].

The peptide Ang II is the main effector of the renin-angiotensin system and exerts its effects by the activation of two selective receptor subtypes named AT1 and AT2 [4]. Ang II was firstly described as a key regulatory factor in blood pressure control. However, non-canonical functions of Ang II such as cell proliferation, apoptosis and angiogenesis were recently described in malignant neoplasms [5]–[8]. Targeting Ang II signaling may impede tumor progression in patients and experimental models of cancer [9]–[11], as the invasiveness and immunosuppression state of many types of cancer is dependent on the up-regulation of AT1 receptor [12], [13]. Consequently, AT1 has been established as a potential therapeutic target in cancer. On the other hand, the role of AT2 in neoplasias is poorly investigated and remains controversial. While some authors state that AT2 is mostly associated with protumoral functions [14], [15], others indicate that it is involved in carcinogenesis [16].

Different glioma cell lines express AT1 and AT2 receptors and show a mitogenic response when incubated with Angiotensin peptides [17]. Indeed, blocking AT1 receptor decreases the synthesis of growth factors, induces apoptosis and reduces the growth of cultured C6 glioma cells and C6 rat glioma *in vivo* [18], [19]. However, the molecular mechanisms underlying the protumoral functions of Ang II are not fully described. Given the known role of Ang II in transcriptional regulation [20]–[23], it is worth investigating Ang II effects on glioma cells focusing on transcriptional profile changes and the corresponding modifications in gene interaction networks.

Oligonucleotide microarray profiling is a powerful tool for disclosing gene expression patterns associated with cell events [24]. This profiling coupled with bioinformatics analysis enables the identification of biological functions downstream of receptor activation, as well as how the differentially expressed genes behave in transcriptional networks. To date, there is a lack of information on network modeling of Ang II transcriptional effects in glioma cells. In this way, we sought here to reveal the transcriptional networks modulated by Ang II in C6 glioma cells via AT1 and AT2 receptors. Our results contribute to unravel the molecular program initiated by the activation of Ang II receptors in C6 cells, shedding a light on Ang II roles in glioma progression.

## Results

### Comparative transcriptomic analysis of Ang II effects on C6 glioma cells

We carried out microarray experiments to find gene expression changes associated with Ang II treatment in C6 glioma cells. 

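C6 is a glioma cell line of the rat. Its cells were left untreated (Control), given Ang II at 100 nM, or given Ang II after a pre-treatment with Losartan (Los) or PD123319 at 10 µM. Each of these 4 groups had 4 replicates at 3 h and 4 at 6 h, and the 32 samples were hybridized to an Agilent rat array each, with a single dye. The array carries 42877 spots for transcripts, which stand for 30367 probes and 26583 gene names. The scanner software gives a background-subtracted signal for each spot. The authors deposited the log2 of that signal per probe without normalization between the arrays and left 38.2% of the values blank. For the probes printed once, 561803 deposited values were compared with the log2 of the scanner signal, and 100% were equal within 1e-06. The scanner signal itself was used here, and spots with an outlier flag were left out. At 3 h, the software had not replaced signals that were not significantly above the background, so the error of the signal took their place, as the software had done for the 6 h arrays.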

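The log2 signal was normalized among the 16 arrays of a time interval by cyclic loess. A probe was kept when it was well above background on all 4 arrays of at least 1 group, and the kept probes of a gene were averaged. This left 13630 genes at 3 h and 16446 genes at 6 h. Each comparison was fitted by limma to the 16 arrays of its time interval with the replicate number as a block, and a positive log2 fold change means higher expression in the group named first. The replicate numbers are those of the slides. Every slide held 1 array per group, with Control at position 1, Ang II at position 2, Ang II+Los at position 3 and Ang II+PD123319 at position 4. The position on the slide and the treatment therefore cannot be told apart. Spots well above background made up 55.9% to 64.7% of an array at 3 h and 64.2% to 79.8% at 6 h. The number of arrays limits the precision, and the median standard error of a log2 fold change was 0.16 at 3 h and 0.10 at 6 h.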

The treatment scheme (see Methods) was designed to address the individual contribution of AT1 and AT2 receptors in the transcriptomic changes mediated by Ang II, using specific antagonists of AT1 and AT2 – respectively Losartan and PD123319 [25] - in separate groups. The time intervals of 3 and 6 hours were selected following a previous study showing a slight but significant increase in C6 cells proliferation after 6 hours treatment with Ang II [18]. Taking this into consideration, we were specifically interested in evaluating transcriptional events preceding an increase in cell proliferation. Moreover, early but not chronic transcriptional changes are more likely to be directly induced by Ang II treatment. In parallel, human adrenocarcinoma cells stimulated with Ang II had maximum expression levels for all genes occurring 3 to 6 h after Ang II stimulation [26]. Therefore, it is reasonable to consider that relevant changes in the transcriptomic profile of C6 cells may occur within the first 6 hours of Ang II exposure in an *in vitro* setting.

Differentially expressed (DE) genes in each comparison were identified using t-tests with p<0.05. 

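The paper's text names no fold limit for DE genes. Genes were counted here at an unadjusted p under 0.05 and a fold change above 1.2 or below 0.8, the limits at which the rows of Tables S13 and S14 give the numbers shown in Figure 1A for Ang II x Control at 3 h and Ang II+PD123319 x Ang II at 6 h. At 3 h, 1491 genes passed these limits in Ang II x Control, 1389 in Ang II+Los x Ang II and 362 in Ang II+PD123319 x Ang II. At 6 h, 1885, 150 and 623 genes passed, in the same order. After Benjamini-Hochberg adjustment, 0 genes had an adjusted p under 0.05 in any of these limma comparisons, and a plain paired test of the same values also gave 0. The lowest adjusted p was 0.325 in Ang II x Control at 3 h and 0.0573 in Ang II x Control at 6 h. Without replicate 3, 325 genes of that last comparison had an adjusted p under 0.05, against 69 with the strict filter and 57 with the deposited values. Without the fold limits, the unadjusted p was under 0.05 for 1723, 1504 and 409 genes at 3 h, where 681.5 are expected by chance, and for 3535, 330 and 1050 genes at 6 h, where 822.3 are expected. In 100 draws that exchanged the residuals of the arrays within each replicate number, at least as many genes passed both limits in 10 draws for Ang II x Control at 3 h and in 2 at 6 h. The same number was reached in 15 and 82 draws for Ang II+Los x Ang II and in 48 and 20 draws for Ang II+PD123319 x Ang II. Of these 6 numbers of genes past both limits, that of Ang II+Los x Ang II at 3 h moved by the largest factor, to 96 with an unpaired test of the same values and also to 96 with a paired t-test per probe on the deposited values, which was chosen after seeing the values.

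**Figure D1:**
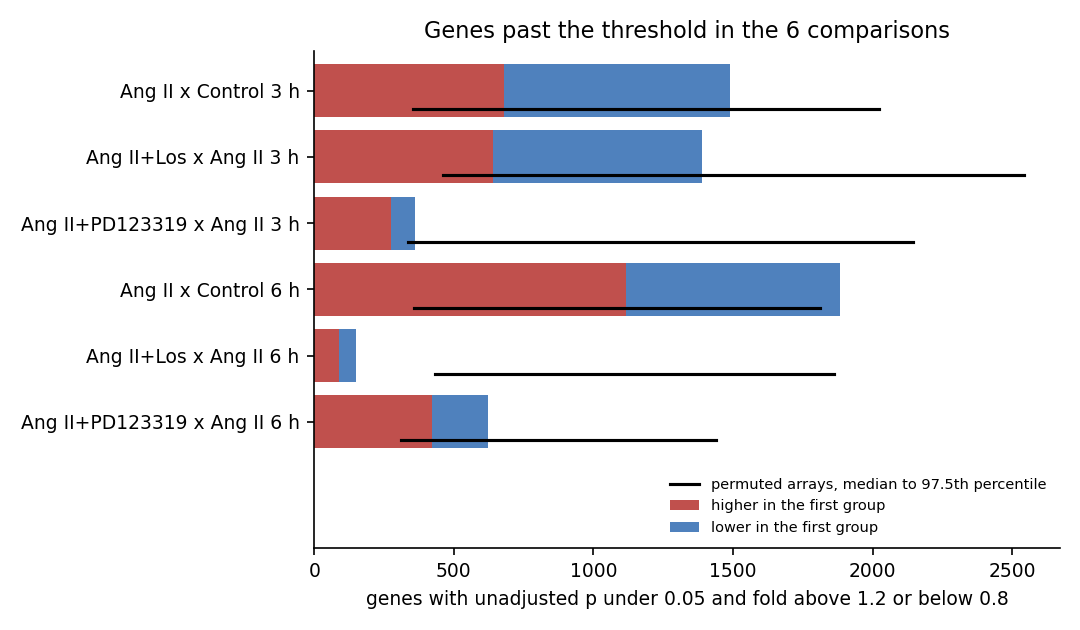
Number of genes past an unadjusted p under 0.05 and a fold change above 1.2 or below 0.8 in each comparison at 3 h and 6 h, split into genes with higher and lower expression in the group named first. Black lines run from the median to the upper end of the central 95% of the draws with exchanged residuals. The smallest number is the 150 genes of Ang II+Los x Ang II at 6 h and the largest the 1885 genes of Ang II x Control at 6 h.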

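Fold changes were taken in the direction of the change, so that a gene lowered to a fraction counts like one raised by the inverse. Among the genes past both limits, the median fold change was 1.37 for Ang II x Control at 3 h, 1.39 for Ang II+Los x Ang II at 3 h and 1.38 for Ang II+Los x Ang II at 6 h, and it was 1.33 in the remaining comparisons. Between 99.2% and 100% of these genes lay within 1.2 and 3 in each comparison, where the lower end is set by the limits themselves. A fold change above 3 was found for 6 genes in Ang II x Control and 11 genes in Ang II+Los x Ang II at 3 h, and for 3 genes in Ang II x Control and 1 gene in Ang II+PD123319 x Ang II at 6 h. The largest was 5.45, in Ang II x Control at 3 h. When a log2 fold change of 0.5 was added to 200 genes of simulated arrays with the spread of these, limma passed the adjusted limit for 0.5% of them at 3 h and 60% at 6 h. With a log2 fold change of 1, these shares were 84% and 92%. The simulated noise was independent between genes, so shifts shared by many genes are not covered.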

Most of the DE genes had their expression only slightly changed at the time intervals studied here, ranging from 1.2 to 3 fold changes. 

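Of the genes that passed the limits in Ang II x Control at 3 h, 679 were higher and 812 lower with Ang II, and 1114 changed the same way in all 4 replicate pairs. At 6 h, 1116 were higher and 769 lower, and 1389 changed the same way in all 4 pairs. The share of lower genes was 54.5% at 3 h, with 77.0% after scaling to the 75th percentile and 41.1% with the normexp background, and 40.8% at 6 h, with 55.8% after the same scaling. Without replicate 2, 748 genes passed at 3 h. Among genes with a symbol and an unadjusted p under 0.05 that were well above background on all 16 arrays and changed alike in all 4 pairs, the largest rise at 3 h was that of Ppp1r3c (NM_001012072, chromosome 1 of rn4), with a log2 fold change of 1.28 (standard error 0.51, limma adjusted p = 0.365). Its values were 0.66, 3.69, 0.13 and 0.64 in replicates 1 to 4. Otub2 (NM_001108053, chromosome 6) fell most, with -1.59 (standard error 0.56, limma adjusted p = 0.338) and values of -0.09, -3.34, -0.02 and -2.91, and it had -1.01 and no longer passed without replicate 2. Ppp1r3c fell to 0.48 without replicate 2 and to 0.69 with the normexp background and passed in both, and it did not pass without replicate 1. Kdm2b (0.98) and Vta1 (0.98) rose next, and Nfxl1 (-1.46) and Ppp1r15a (-1.34) fell. Without replicate 2, Kdm2b (0.15), Vta1 (0.37) and Ppp1r15a (-0.83) did not pass, and Nfxl1 (-0.92) did. At 6 h, the largest rise among such genes was that of Hsph1 (NM_001011901, chromosome 12), with 1.04 (standard error 0.18, limma adjusted p = 0.0573) and 0.83, 1.42, 0.42 and 1.48 in the 4 replicates, and Hsph1 passed under every alternative run. Spsb1 (0.91) and Arntl2 (0.82) followed and passed no longer with the normexp background. Noxo1 (-1.39), Nupr1 (-1.26) and Ddit3 (-1.16) fell most at 6 h, and Ddit3 did not pass without replicate 2, with -0.81. Noxo1 had -0.43 without replicate 2 and passed there, and it did not pass without replicate 1 or without replicate 4.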

The statistical comparison between the Ang II-treated and Control groups disclosed which genes had their expression levels changed due to the activation of both AT1 and AT2 receptors by Ang II. On the other hand, the statistical comparison between the group treated with Ang II plus Losartan and that treated only with Ang II revealed DE genes regulated by AT1 receptor. 

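With Losartan, 642 of the genes past the limits at 3 h were higher and 747 lower than with Ang II alone, and 782 changed the same way in all 4 pairs. At 6 h, 89 were higher and 61 lower, and 110 changed the same way. The number at 3 h rested on replicate 2, without which 222 genes passed. The genes ranked next have a symbol and an unadjusted p under 0.05, were well above background on all 16 arrays and changed alike in all 4 pairs. Ctnnb1 (NM_053357, chromosome 8) showed the lowest log2 fold change at 3 h, -1.82 (standard error 0.64, limma adjusted p = 0.424), with -2.12, -4.75, -0.37 and -0.04 in replicates 1 to 4. Without replicate 2 its value was -0.84 and it no longer passed. Arpc4 (-1.37) and Etv1 (-1.30) came next and did not pass without replicate 1 or without replicate 2. Hipk2 (0.64), Peli1 (0.63) and Mgp (0.63) were the highest. Without replicate 2, Hipk2 and Mgp had 0.40 each and passed, and Peli1 did not pass without replicate 1 or without replicate 2. At 6 h, the lowest value was that of Rdh8 (NM_001168593, chromosome 8), -0.77 (standard error 0.33, limma adjusted p = 1.00), followed by Omd (-0.65) and Rptn (-0.47). The highest was that of Krt5 (NM_183333), 0.92 (standard error 0.32, limma adjusted p = 1.00), followed by Psg19 (0.88) and Synpo (0.79). Omd, Rptn and Psg19 did not pass with the normexp background, where Omd had -0.11, and Krt5 and Synpo did not pass without replicate 2. Krt5 had 0.60 without replicate 1. Rdh8 did not pass without replicate 4, with -0.58.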

Analogously, the statistical comparison between Ang II plus PD123319 and Ang II only-treated groups disclosed which DE genes were regulated by AT2 receptor. 

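With PD123319, 276 of the genes past the limits at 3 h were higher and 86 lower than with Ang II alone, and 268 changed the same way in all 4 pairs. At 6 h, 422 were higher and 201 lower, and 458 changed the same way. Without replicate 4, 41 genes passed at 3 h and 336 at 6 h. The genes were ranked among those with a symbol and an unadjusted p under 0.05 that were well above background on all 16 arrays and changed alike in all 4 pairs. Among these, the lowest log2 fold change at 3 h was that of Ctgf (NM_022266, chromosome 1), -0.66 (standard error 0.17), with -0.34, -1.15, -0.75 and -0.40 in replicates 1 to 4, and the highest that of Fam132b (ENSRNOT00000051810, chromosome 9), 0.60 (standard error 0.17), with 0.27, 0.78, 0.36 and 1.01. Both had an adjusted p of 1.00 in limma and did not pass without the replicate block. Ppp3r1 had -0.53, and Gapdh-ps1 (0.56) and Rasal1 (0.54) followed Fam132b. At 6 h, Olr1714 (NM_214456, chromosome 20) had the lowest value among such genes, -0.72 (standard error 0.20, limma adjusted p = 0.496), followed by Actr3b (-0.60) and Olr1381 (-0.59). Acrbp (NM_001025049, chromosome 4) had the highest, 0.72 (standard error 0.16, limma adjusted p = 0.424), followed by Dhrsx (0.65) and Vof16 (0.63). Olr1714 (-0.14), Olr1381 (-0.11), Actr3b (-0.29) and Acrbp (0.19) did not pass with the normexp background, which adds an offset to the signal before the logarithm, and Dhrsx passed under every alternative in which it was tested.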

Tables S1 to S12 in File S1 list the DE genes that appeared in the functional enrichment analysis, according to Gene Ontology (GO) and KEGG databases. Table S13 in File S2 and Table S14 in File S3 lists the DE gene's p-value and fold changes for all comparisons at 3 and 6 hours, respectively.

### Identification of commonly regulated genes across the comparisons

Venn diagrams were constructed using DE genes obtained in all experimental comparisons in order to identify: i) DE genes regulated by Ang II at both 3 and 6 hours intervals, or ii) genes whose expression is altered by Ang II and by the presence of Ang II and its antagonists. Genes encompassed in these overlaps are thereafter called common genes (Figure 1A and Table S15 in File S4). Interestingly, Ang II x Control comparisons presented the largest set of common genes (28 DE genes). 

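Among the 13617 genes tested at both time intervals, 1489 passed the limits for Ang II x Control at 3 h and 1362 at 6 h, and 264 passed at both, 260 of them in the same direction. Independent draws of 1489 and 1362 genes would share 149. The arrays of the 3 h and 6 h groups are separate, and in 100 draws with exchanged residuals 0 reached 264, with a median of 5 in the draws. The draws exchanged residuals independently at each time, so they do not exclude a culture or day shared by equal replicate numbers. They do not exclude an effect of the slide position either. Leaving out replicate 2 at both times lowered the common genes to 76, and leaving out replicate 1 raised them to 433. The alternative that moved this number most was an unpaired test, with 2 common genes. The other pairs of comparisons share the Ang II arrays, so that some overlap is expected without any effect. The shared arrays also favour opposite directions against Ang II x Control, and the same direction between the antagonist comparisons, without any effect. Ang II x Control and Ang II+Los x Ang II shared 172 genes at 3 h and 62 at 6 h, and Ang II x Control and Ang II+PD123319 x Ang II shared 196 and 92. At 3 h, 0 of the 172 and 1 of the 196 moved in the same direction in both comparisons, and at 6 h 1 of the 62 and 26 of the 92 did. The draws reached the 172, 62, 196 and 92 in 22, 43, 10 and 31 cases. Ang II+Los x Ang II and Ang II+PD123319 x Ang II shared 93 genes at 3 h, all 93 in the same direction, and 36 at 6 h, of which 34 moved in the same direction. The draws reached the 93 in 38 cases and the 36 in 61.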

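Rev3l is measured by 2 probes of NM_001083966, which lie on chromosome 20 of rn4 from 44030830 to 44030889 and from 44042188 to 44042247. At 3 h, its log2 signal was 6.59 ± 0.42 (SD, n = 4) with Ang II and 6.19 ± 0.03 (SD, n = 4) in Control. The log2 fold change was 0.40 (standard error 0.15, limma adjusted p = 0.352), with -0.01, 1.02, 0.20 and 0.38 in replicates 1 to 4. The gene passed the limits at 3 h. It did not pass without replicate 2, with 0.19, nor without replicate 4, with 0.41. At 6 h, the log2 fold change was 0.09 (standard error 0.11, limma adjusted p = 0.688), which is not past the limits. The first probe gave 0.57 at 3 h and 0.28 at 6 h and the second 0.23 and -0.10.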

From these genes, the gene Rev3L, encoding the catalytic subunit of human polymerase zeta, was previously associated with temozolomide resistance and DNA repair mechanisms [27]. 

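Zyx was lower with Ang II in all 4 replicate pairs at 3 h, with a log2 fold change of -0.44 (standard error 0.12, limma adjusted p = 0.325). Its log2 signal was 9.36 ± 0.25 (SD, n = 4) with Ang II and 9.81 ± 0.20 (SD, n = 4) in Control, and the replicates gave -0.41, -0.68, -0.14 and -0.55. At 6 h, the log2 fold change was -0.10 (standard error 0.07, limma adjusted p = 0.470), lower in 3 of 4 pairs, and Zyx passed the limits at 3 h and not at 6 h. Zyx did not pass at 3 h without the replicate block or with the normexp background (-0.29). Its 2 probes, both of NM_053761, lie on chromosome 4 of rn4. The probe from 70127893 to 70127952 gave -0.60 at 3 h and -0.48 at 6 h, and the probe from 70127271 to 70127330 gave -0.29 and 0.28. When each probe was tested on its own, both passed at 6 h, in opposite directions, and the first of these passed at 3 h.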

Another gene encoding the protein Zyxin (Zyx) was also regulated at both time intervals. Zyx concentrates at focal adhesions, regulates actin assembly and was previously described to be relevant for cell migration and invasion [28]. In addition, the Nek2 gene, which codes for a centrosomal kinase, was also observed in the common genes list obtained from Ang II x Control comparisons. 

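Nek2 (NM_053691) has 2 probes on chromosome 13 of rn4, from 107907177 to 107907236 and from 107907193 to 107907252. At 6 h, its log2 signal was 6.32 ± 0.43 (SD, n = 4) with Ang II and 5.97 ± 0.45 (SD, n = 4) in Control. The log2 fold change within pairs was 0.35 (standard error 0.11, limma adjusted p = 0.126), with 0.49, 0.39, 0.17 and 0.33 in replicates 1 to 4, and Nek2 passed the limits. It did not pass without the replicate block or with the normexp background (0.19). At 3 h, the first probe was not kept, and the second was well above background on 3 of 4 Ang II arrays and 3 of 4 Control arrays. Its log2 fold change was 0.63 (standard error 0.33, limma adjusted p = 0.432), with -0.06, 1.19, 0.87 and 0.52 in the replicates, and Nek2 did not pass at 3 h. It did pass at 3 h when only the 8 arrays of the comparison were fitted and with the deposited values.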

Nek2 overexpression was shown to confer an inferior survival in gliomas and it is associated with drug resistance and cell proliferation in several types of cancer [29]. 

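Pias1 has a single probe of NM_001106829, on the minus strand of chromosome 8 of rn4 from 67038952 to 67039011. At 6 h, its log2 signal was 5.55 ± 0.33 (SD, n = 4) with Ang II and 5.15 ± 0.41 (SD, n = 4) in Control. The log2 fold change was 0.40 (standard error 0.10, limma adjusted p = 0.0892), with 0.60, 0.48, 0.35 and 0.18 in replicates 1 to 4, and Pias1 passed the limits. It had 0.11 and did not pass with the normexp background, and it did not pass without the replicate block. At 3 h, the probe was well above background on 10 of 16 arrays and was not tested. The change in Ang II x Control between 3 h and 6 h was tested for Rev3l, Zyx, Nek2 and Pias1 on all 32 arrays, with adjusted p values of 0.752, 0.737, 0.872 and 0.948 from limma.

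**Figure D2:**
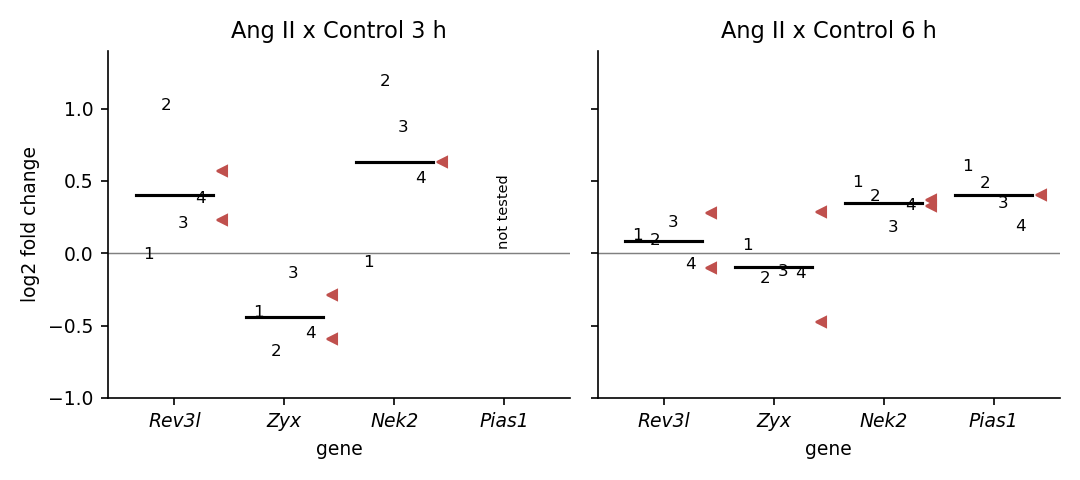
Log2 fold change of Rev3l, Zyx, Nek2 and Pias1 in Ang II x Control at 3 h and 6 h. Numerals mark the 4 replicate pairs, lines give the mean, and triangles give single probes. Zyx lies below 0 in all 4 pairs at 3 h and Nek2 and Pias1 lie above 0 in all 4 pairs at 6 h, and Pias1 has no values at 3 h.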

Finally, the Pias1 gene, which encodes an inhibitor of signal transducer and activator of transcription1 (STAT-1), was also found in this gene set. PIAS family members were already showed to be greatly reduced in glioblastomas, resulting in overactivation of STAT-dependent transcription [30].

**Figure 1:**
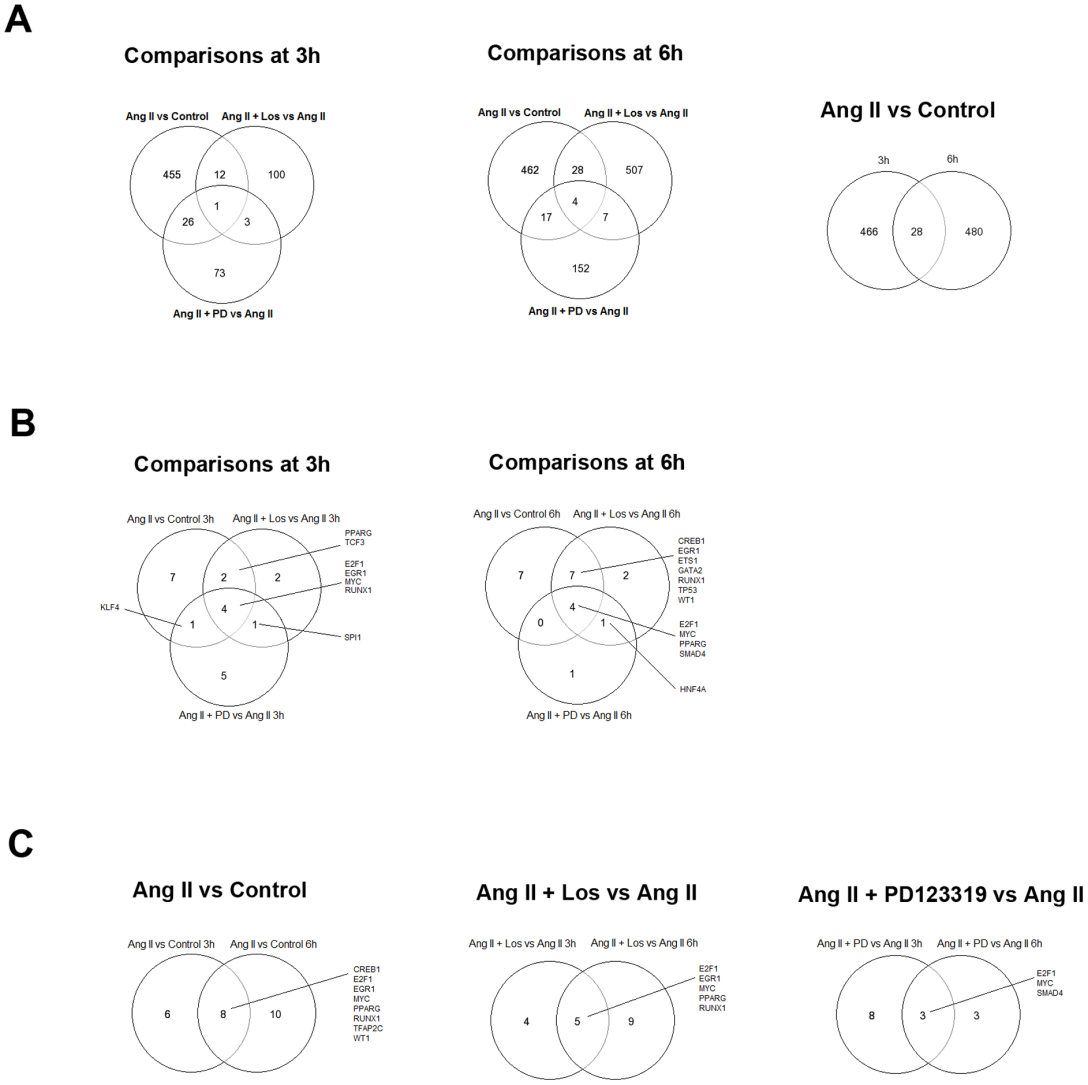
Venn diagrams showing the number of common DE genes and the common enriched transcription factors across the experimental comparisons. (A) Number of common and exclusively regulated genes at 3 and 6 hours intervals for Ang x Control, Ang II+Los x Ang II and Ang II+PD123319 x Ang II comparisons. (B) Number and enriched transcription factors observed when each time interval was analyzed separately. (C) Number and enriched transcription factors observed for the same comparisons at both 3 and 6 hours time intervals.

### Enrichment of transcription factors across differential gene expression profiles

Enriched transcription factors (TFs) were identified from the differential datasets in order to reveal upstream regulatory pathways modulating gene expression changes. With this approach, we were able to identify transcription factors that are downstream of AT1R and AT2R activation in glioma cells. We constrained our further analysis on the 100 top statistically enriched TFs displayed in both ChEA and Transfac databases. The set lists of enriched TFs are depicted in Table S16 in File S5. Then, the enriched TFs were used for building Venn diagrams in order to identify TFs regulated by Ang II at both 3 and 6 hours intervals and those modulated by Ang II but also by the presence of Ang II and its antagonists (Figure 1B and 1C). This analysis disclosed TFs potentially associated with the upstream regulation of DE genes by Ang II in each comparison, such as Creb1, E2f1, Egr1, Myc, Runx1, Tfap2c, Ets1 and Wt1. 

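The enrichment of targets in ChEA and Transfac was not repeated here, and the values given are those of the factors' own transcripts in Ang II x Control. E2f1 was higher at 3 h (log2 fold change 0.30, standard error 0.12) and at 6 h (0.43, standard error 0.14), above 0 in all 4 pairs at each time, and passed the limits at both. Without replicate 2, E2f1 had 0.22 and 0.30 and passed at neither. Runx1 passed at 3 h with 0.49 (standard error 0.17) and had 0.04 at 6 h. Myc passed at 3 h with -0.60 (standard error 0.20) and had -0.06 at 6 h. Egr1 had -0.59 (standard error 0.41) at 3 h, where replicates 1 to 4 gave 0.12, -2.12, -0.28 and -0.09, and passed at 6 h with 0.47 (standard error 0.15). Runx1, Myc and Egr1 did not pass without replicate 2, nor without replicate 4. Creb1 had 0.17 and 0.14 and passed at neither time. Ets1 was tested at 6 h alone, with -0.03. Tfap2c and Wt1 were too dim to be tested. The difference between the times had an adjusted p between 0.737 and 0.988 in limma for these transcripts.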

In fact, the transcription factors Creb1, E2f1, Egr1, Myc and Ets1 were described to be regulated by Ang II in previous studies [31]–[35], confirming our *in silico* results.

### Transcriptional network analysis reveals biological functions and hierarchical characteristics of genes regulated by Ang II

Gene interaction networks were generated to shed light on the patterns of gene-gene interactions from the measured datasets of gene expression. We included in the networks the DE genes obtained for each comparison and the genes that co-express with the respective DE genes (DE-related genes). DE-related genes were found through the Cytoscape plug-in GeneMANIA and included in the network analysis to verify how DE genes interact with other co-expressed genes according to data computed in GeneMANIA. The resulting networks containing DE and DE-related genes allowed the search for functions and pathways related to Ang II role in glioma progression, as described below.

In a network model, genes are represented as nodes in a graphic visualization, while functional relationships (e.g. protein-protein interactions, transcription regulation, gene co-expression, etc.) are represented as edges connecting the corresponding nodes. The information about functional relationships is usually obtained through different databases [36]. Moreover, the mathematical analysis of the connections between nodes is usually applied to reveal emergent properties of these networks [37].

Centrality measures (degree and betweenness) were used here to investigate the topological characteristics of the nodes in the networks. While node degree identifies the number of connections incident upon a node, node betweenness discriminates the relative central position of a certain node in the network by calculating the number of shortest paths passing through a specific node. These centrality measures allowed the detection of highly connected and central genes - the hubs - in each network. We next built scatter plots showing the relationship among betweenness and degree values for each node in order to identify the hub genes within the networks. These scatter plots allowed the selection of 25 DE genes and 15 co-expressed genes with the highest centrality values in each network. These top-ranked genes were used to build network graphic representations and were further analyzed to identify enriched biological functions, as depicted in Figures 2 to 7.

**Figure 2:**
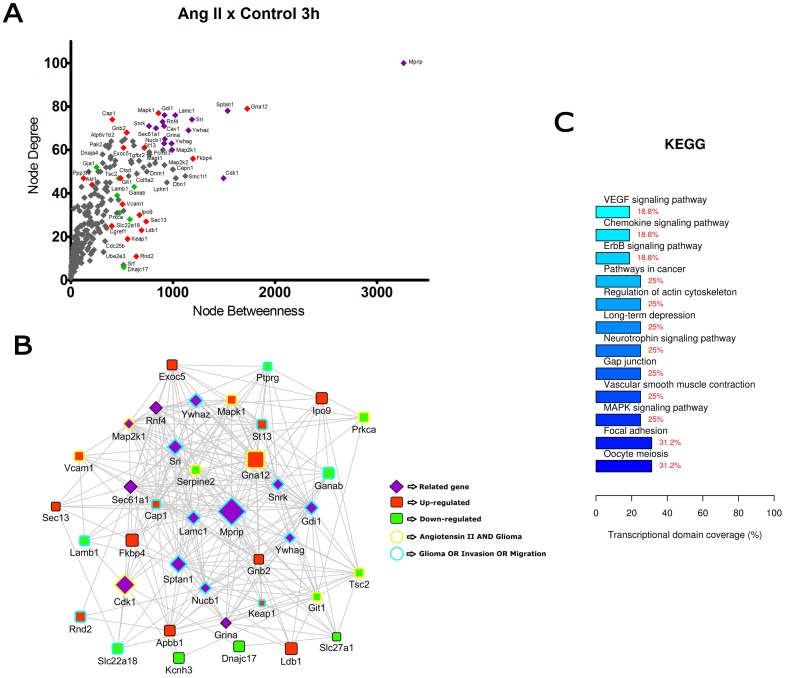
Transcriptional network enrichment analysis of hub genes found at Ang II x Control 3 h comparison. (A) Scatter plot of betweenness centrality versus degree for nodes obtained in the transcriptional network analysis. Differentially expressed (DE) genes are represented as red (up-regulated) or green (down-regulated) diamonds in the graphic. DE-related genes are represented as purple diamonds. (B) Transcriptional interaction subnetwork containing the 25 DE genes and 15 DE-related genes with the highest centrality values in each network. DE genes are represented as red (up-regulated) or green (down-regulated) squares in the networks. DE-related genes are represented as purple diamonds. Genes previously associated with the keywords “Angiotensin II” and “glioma” display yellow border colors. Genes previously associated with the keywords “glioma”, “migration” or “invasion” display sea green border colors. (C) KEGG categories showing enrichment in functions for the hub genes.

**Figure 3:**
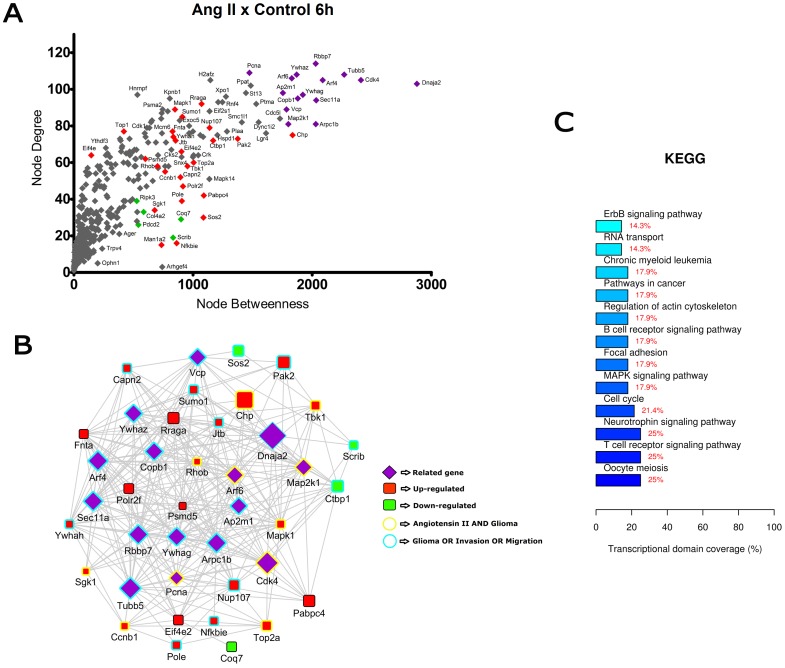
Transcriptional network enrichment analysis of hub genes found at Ang II x Control 6 h comparison. (A) Scatter plot of betweenness centrality versus degree for nodes obtained in the transcriptional network analysis. Differentially expressed (DE) genes are represented as red (up-regulated) or green (down-regulated) diamonds in the graphic. DE-related genes are represented as purple diamonds. (B) Transcriptional interaction subnetwork containing the 25 DE genes and 15 DE-related genes with the highest centrality values in each network. DE genes are represented as red (up-regulated) or green (down-regulated) squares in the networks. DE-related genes are represented as purple diamonds. Genes previously associated with the keywords “Angiotensin II” and “glioma” display yellow border colors. Genes previously associated with the keywords “glioma”, “migration” or “invasion” display sea green border colors. (C) KEGG categories showing enrichment in functions for the hub genes.

**Figure 4:**
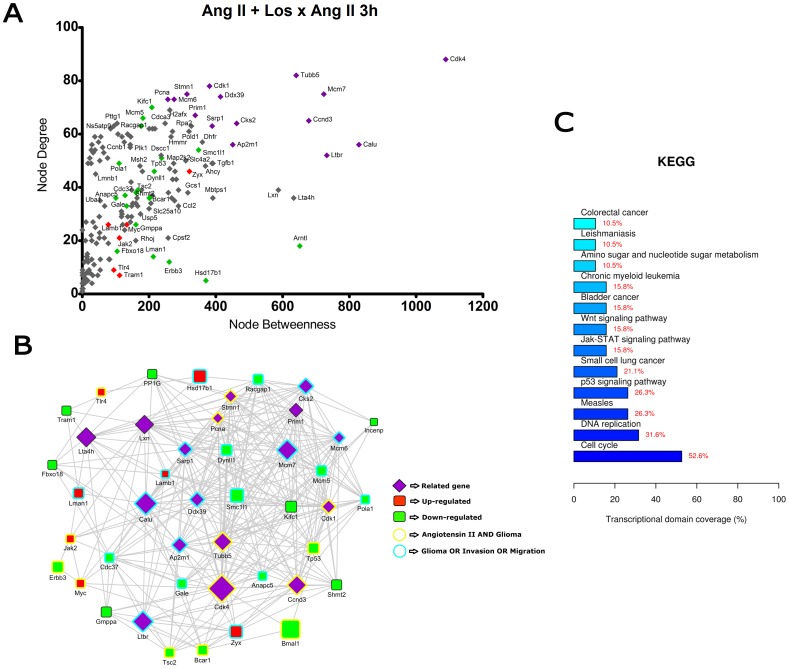
Transcriptional network enrichment analysis of hub genes found at Ang II + Losartan x Ang II 3 h comparison. (A) Scatter plot of betweenness centrality versus degree for nodes obtained in the transcriptional network analysis. Differentially expressed (DE) genes are represented as red (up-regulated) or green (down-regulated) diamonds in the graphic. DE-related genes are represented as purple diamonds. (B) Transcriptional interaction subnetwork containing the 25 DE genes and 15 DE-related genes with the highest centrality values in each network. DE genes are represented as red (up-regulated) or green (down-regulated) squares in the networks. DE-related genes are represented as purple diamonds. Genes previously associated with the keywords “Angiotensin II” and “glioma” display yellow border colors. Genes previously associated with the keywords “glioma”, “migration” or “invasion” display sea green border colors. (C) KEGG categories showing enrichment in functions for the hub genes.

**Figure 5:**
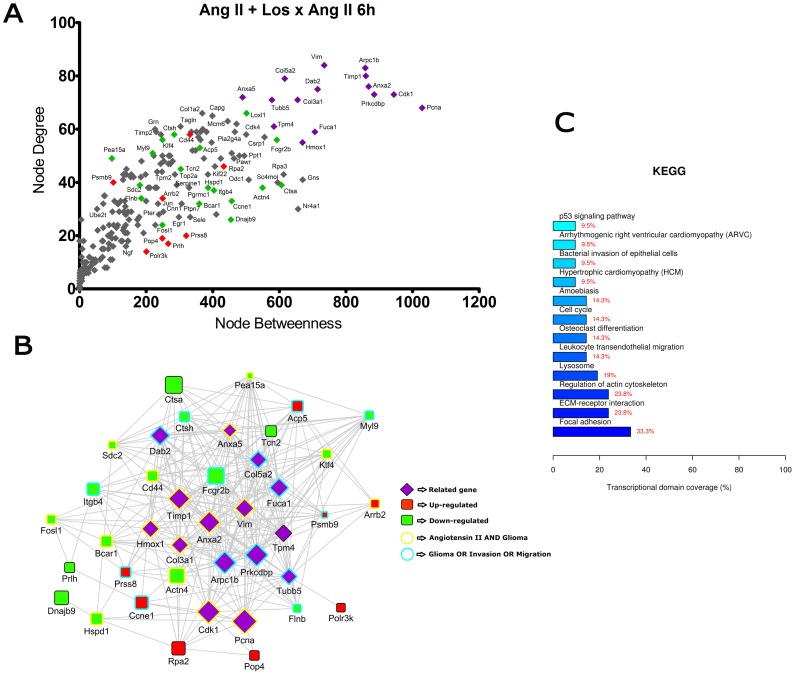
Transcriptional network enrichment analysis of hub genes found at Ang II + Losartan x Ang II 6 h comparison. (A) Scatter plot of betweenness centrality versus degree for nodes obtained in the transcriptional network analysis. Differentially expressed (DE) genes are represented as red (up-regulated) or green (down-regulated) diamonds in the graphic. DE-related genes are represented as purple diamonds. (B) Transcriptional interaction subnetwork containing the 25 DE genes and 15 DE-related genes with the highest centrality values in each network. DE genes are represented as red (up-regulated) or green (down-regulated) squares in the networks. DE-related genes are represented as purple diamonds. Genes previously associated with the keywords “Angiotensin II” and “glioma” display yellow border colors. Genes previously associated with the keywords “glioma”, “migration” or “invasion” display sea green border colors. (C) KEGG categories showing enrichment in functions for the hub genes.

**Figure 6:**
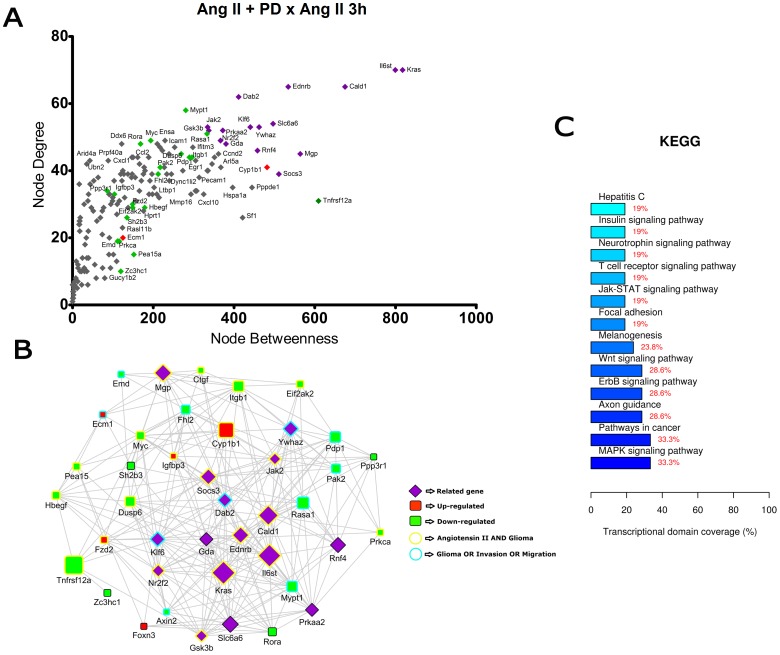
Transcriptional network enrichment analysis of hub genes found at Ang II +PD123319 x Ang II 3 h comparison. (A) Scatter plot of betweenness centrality versus degree for nodes obtained in the transcriptional network analysis. Differentially expressed (DE) genes are represented as red (up-regulated) or green (down-regulated) diamonds in the graphic. DE-related genes are represented as purple diamonds. (B) Transcriptional interaction subnetwork containing the 25 DE genes and 15 DE-related genes with the highest centrality values in each network. DE genes are represented as red (up-regulated) or green (down-regulated) squares in the networks. DE-related genes are represented as purple diamonds. Genes previously associated with the keywords “Angiotensin II” and “glioma” display yellow border colors. Genes previously associated with the keywords “glioma”, “migration” or “invasion” display sea green border colors. (C) KEGG categories showing enrichment in functions for the hub genes.

**Figure 7:**
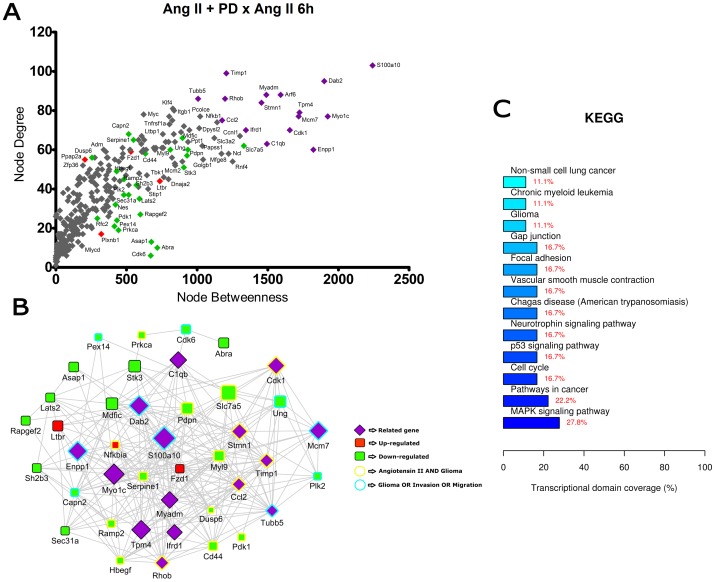
Transcriptional network enrichment analysis of hub genes found at Ang II +PD123319 x Ang II 6 h comparison. (A) Scatter plot of betweenness centrality versus degree for nodes obtained in the transcriptional network analysis. Differentially expressed (DE) genes are represented as red (up-regulated) or green (down-regulated) diamonds in the graphic. DE-related genes are represented as purple diamonds. (B) Transcriptional interaction subnetwork containing the 25 DE genes and 15 DE-related genes with the highest centrality values in each network. DE genes are represented as red (up-regulated) or green (down-regulated) squares in the networks. DE-related genes are represented as purple diamonds. Genes previously associated with the keywords “Angiotensin II” and “glioma” display yellow border colors. Genes previously associated with the keywords “glioma”, “migration” or “invasion” display sea green border colors. (C) KEGG categories showing enrichment in functions for the hub genes.

In the comparisons Ang II versus Control at 3 h and 6 h (Figures 2 and 3), most of the hubs were associated with focal adhesion, regulation of actin cytoskeleton, cell cycle and signaling pathways ErbB, VEGF and MAPK. Interestingly, anaphase-promoting complex genes (Anapc10, Cdc20, Cdc26, Psmd14, Psma1, Bub1b, Nup107 and Ccnb1) were differentially expressed in the Ang II-treated group. 

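The anaphase-promoting complex directs proteins to degradation as cells leave mitosis. The paper names the 8 genes under this complex, and whether each is part of it was not checked here. In Ang II x Control at 6 h, all 8 genes were higher with Ang II in all 4 replicate pairs, with log2 fold changes between 0.16 and 0.45. Nup107 (NM_053830, chromosome 7 of rn4) had the largest, 0.45 (standard error 0.12, limma adjusted p = 0.0959), with 0.54, 0.47, 0.33 and 0.47 in replicates 1 to 4. Cdc26 (NM_001013240, chromosome 5) had 0.33 (standard error 0.08, limma adjusted p = 0.0842), with 0.21, 0.48, 0.30 and 0.33. Nup107 and Cdc26 passed the limits at 6 h, and neither passed without the replicate block. Psma1 (0.25), Ccnb1 (0.23), Anapc10 (0.19), Bub1b (0.18), Cdc20 (0.17) and Psmd14 (0.16) stayed under the fold limit. At 3 h, Psmd14 (0.62, standard error 0.26), Ccnb1 (0.35, standard error 0.16) and Anapc10 (0.28, standard error 0.13) passed. Psmd14 and Ccnb1 did not pass without replicate 2, with 0.31 and 0.20, and Anapc10 did not pass when any replicate was left out. Nup107 (0.31), Cdc26 (0.28), Psma1 (0.25), Cdc20 (0.07) and Bub1b (0.00) did not pass at 3 h. The direction of Bub1b at 3 h turned to -0.03 after scaling to the 75th percentile. Adjusted over the list alone, 8 of the 8 genes had an adjusted p under 0.05 at 6 h and 0 at 3 h, and over all genes tested 0 did at either time. As a set, the 8 genes were higher than the other genes in limma's camera test with a preset correlation, with an adjusted p of 0.0161 at 3 h and 5.64e-05 at 6 h. In fry, which does not preset the correlation, the adjusted p was 0.173 at 3 h and 0.0442 at 6 h. The study chose this list as changed on these samples, so neither the count over the list nor the set tests are independent evidence.

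**Figure D3:**
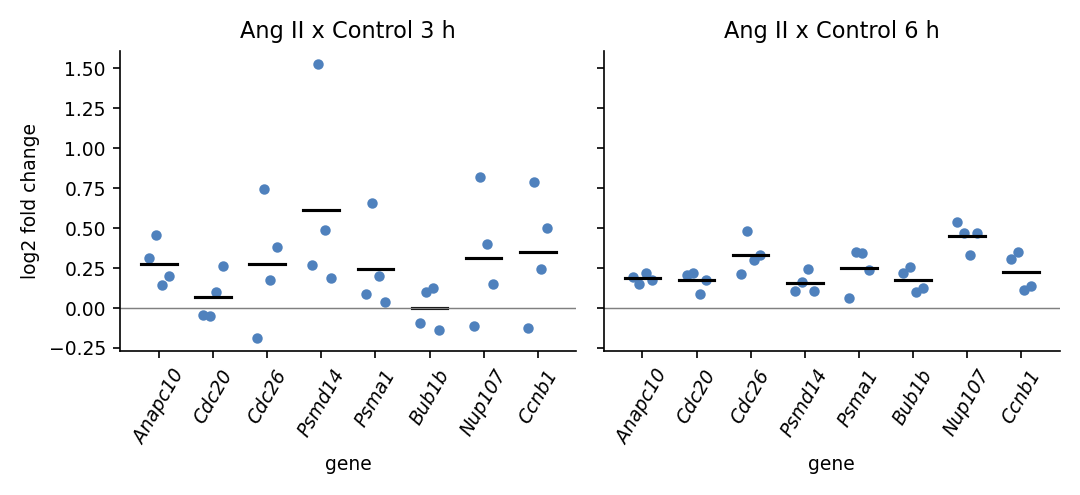
Log2 fold change, in Ang II x Control at 3 h and 6 h, of the 8 genes that the paper names as anaphase-promoting complex genes. Points are the 4 replicate pairs, and lines give the mean. At 6 h every point lies above 0, and at 3 h the means lie between 0.00 and 0.62 with single pairs below 0.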

In the comparisons Ang II plus Losartan versus Ang II at 3 h and 6 h, many hubs were related to focal adhesion, regulation of actin cytoskeleton, cell cycle, ECM-receptor interaction as well as to MAPK, p53 and Wnt signaling pathways. On the other hand, in Ang II plus PD123319 versus Ang II comparisons at 3 h and 6 h, hubs were associated with pathways in cancer, focal adhesion and signaling pathways ErbB, Wnt, p53, neurotrophin and MAPK. Of interest, treatment with either Losartan or PD123319 mostly down-regulated the expression of genes associated with the protumoral processes described above. This can be clearly observed in the comparisons Ang II plus Losartan versus Ang II (Figures 4 and 5) or Ang II plus PD123319 versus Ang II (Figures 6 and 7), where the subnetworks obtained for genes with highest centrality contain a larger number of nodes corresponding to down-regulated genes.

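Among the genes past the limits, the share that was lower with Losartan than with Ang II alone was 53.8% at 3 h and 40.7% at 6 h. With PD123319, the share was 23.8% and 32.3%. The share for PD123319 at 3 h was 56.1% without replicate 4, and the share for Losartan at 3 h was 39.6% without replicate 2 and 27.2% in a plain paired test. To test whether an antagonist moved genes back against Ang II without using the same Ang II arrays on both sides, the log2 fold changes of Ang II x Control from 2 replicates were correlated across genes with those of the antagonist comparison from the other 2, over the 6 possible choices. The mean correlation was -0.019 for Losartan at 3 h and -0.022 at 6 h, and it was -0.14 for PD123319 at 3 h and -0.018 at 6 h. The value for PD123319 at 3 h was -0.013 without replicate 4 and -0.030 without a filter on dim probes. Leaving out a replicate also turned the sign of the others, to 0.029 for Losartan at 3 h without replicate 4, 0.023 at 6 h without replicate 3 and 0.0084 for PD123319 at 6 h without replicate 1. Its range over the choices reached from -0.32 to 0.33 for Losartan at 3 h and from -0.32 to 0.13 for PD123319 at 3 h. Genes are not independent replicates, and no p is given. Where the Ang II arrays enter both sides, the correlations were -0.18 and -0.30 for Losartan and -0.54 and -0.17 for PD123319. Between 2 replicates and the other 2, the effect of Ang II itself correlated with 0.36 at 3 h and 0.36 at 6 h, that of Losartan with 0.20 and 0.013, and that of PD123319 with 0.12 and 0.21. From the larger number of down-regulated nodes in the subnetworks (Figures 4 to 7), the paper concludes that either antagonist mostly lowered the expression of genes linked to protumoral processes.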

Text mining using GenClip revealed that most of these hubs have been associated with the keywords “Ang II” and “gliomas” or with the keywords “glioma”, “migration” and “invasion”. These hubs are represented in the networks with yellow and sea green border colors, respectively. Finally, we selected for each of the transcription interaction networks the top five DE and DE-related genes, according to their node betweenness values. 

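The networks themselves were not rebuilt here, because the co-expression data of GeneMANIA are not among the files used. The values of the hubs listed in Tables 1 and 2 can be read from the arrays. The DE hubs of Ang II x Control reported here were higher with Ang II in every replicate pair. At 3 h they had log2 fold changes between 0.19 and 0.71, and Gna12 passed the limits (0.71, standard error 0.22). Gna12 was well above background on 3 of 4 arrays in each group and had 0.21 with the normexp background, where it did not pass. At 6 h they had 0.11 to 0.45, and Nup107 passed. The DE hubs of Ang II+Los x Ang II reported here were lower with Losartan, between -0.40 and -0.06, apart from Ccne1, which was higher (0.16, in 4 of 4 pairs). Mcm5 passed at 3 h with -0.40 (standard error 0.11, 4 of 4 pairs lower) and did not pass without replicate 2, with -0.30. Of the 10 DE hubs of Ang II+PD123319 x Ang II, Rora was too dim to be tested at 3 h, and the other 9 were lower in every pair, between -0.37 and -0.06. Rasa1 (-0.36, standard error 0.16) and Dusp6 (-0.37, standard error 0.14) passed at 3 h. Rasa1 did not pass when any replicate was left out, and Dusp6 did not pass without replicate 4, with -0.36. Dnajb9 turned to 0.03 in Ang II+Los x Ang II at 6 h with the normexp background. In limma, 0 of these hubs had an adjusted p under 0.05 over all genes tested, and the study chose them on these samples. Of the DE-related hubs, Pcna passed in Ang II x Control at 6 h (0.37) and Cdk4 (-0.45) and Tubb5 (-0.36) passed in Ang II+Los x Ang II at 3 h. These 3 did not pass without replicate 2. Among the alternatives set beforehand, Tubb5 passed in only 3, Cdk4 in 9 and Pcna in 10.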

Main literature findings were highlighted for these genes to provide further information on their role on tumor progression (Tables 1 and 2).

**Table 1:** List of top-ranked hubs identified in the transcriptional networks derived from Ang II vs Control 3 h, Ang II vs Control 6 h and Ang II + Los vs Ang II 3 h comparisons.

Comparison	Type	Gene ID	Betweenness	Degree	Gene	Tumor Relevance	Ref.
**Ang x Control 3 h**	related	116504	3260,2	100	Mprip	target of JNK signaling, required for cancer cell invasion	[83]
	related	64159	1535,9	78	Sptan1	associated with chemoresistant ovarian tumors	[84]
	related	117036	1022,8	76	Lamc1	up-regulated in gliomas and involved in migration and invasion	[85]
	related	25183	917,1	76	Gdi1	RhoA signaling and actin cytoskeleton in glioma cells	[86]
	related	683667	1187,1	74	Sri	histological markers for glioblastoma multiforme	[87]
	DE	81663	1727,8	79	Gna12	G-protein signaling component associated with glioma cell motility	[88]
	DE	260321	1196,2	56	Fkbp4	promotes assembly of the Hsp90 chaperone complex and stimulates cell growth	[89]
	DE	116590	857,7	77	Mapk1	MAPK signaling is activated in pilocytic astrocytoma	[90]
	DE	64185	406,3	74	Cap1	overexpressed in pancreatic tumors and involved in cancer cell motility	[91]
	DE	81667	547,7	68	Gnb2	link integrin engagement with focal adhesion disassembly and cell motility	[92]
**Ang x Control 6 h**	related	83712	2029,2	114	Rbbp7	member of the polycomb group expressed in gliomas, important for self-renewal	[93]
	related	25737	1473,1	109	Pcna	cell cycle biomarker useful to evaluate the proliferating activity of brain tumors	[94]
	related	29214	2268,3	108	Tubb5	associated with cell cycle of progenitors and position of migrating neurons	[95]
	related	25578	1869,4	108	Ywhaz	14-3-3 protein, positive expression associated with poor prognosis in glioblastoma	[96]
	related	79121	1828,3	106	Arf6	Regulates glioma cell invasion	[97]
	DE	117044	1071,5	92	Rraga	relay amino acid signals to TORC1, a central cell growth regulator	[98]
	DE	116590	848,5	89	Mapk1	promising molecular target in glioblastomas	[99]
	DE	301442	910,1	85	Sumo1	activated in human astrocytomas and required for glioblastoma cell survival	[100]
	DE	116555	1138,2	79	Nup107	genomic amplification and overexpression in glioblastoma multiforme	[101]
	DE	25318	827,8	77	Fnta	modyfies Ras with a farnesyl group, its inhibition is particularly relevant in glioblastoma	[102]
**Ang + Los x Ang 3 h**	related	94201	1088,8	88	Cdk4	aberrant expression in human gliomas, its inhibition sensitizes glioma cells	[103]
	related	29214	640,9	82	Tubb5	associated with cell cycle of progenitors and position of migrating neurons	[95]
	related	54237	381,2	78	Cdk1	downregulation can inhibit the proliferation of human gliomas	[104]
	related	288532	723,6	75	Mcm7	stronger increase of MCM7 labelling index in relation to tumor aggressiveness	[105]
	related	303471	313,6	75	Stmn1	candidate gene influencing sensitivity and resistance of glioblastomas to semustine	[106]
	DE	294286	208,4	70	Kifc1	overexpression of kinesins mediates docetaxel resistance in breast cancer cells	[107]
	DE	291885	181,7	66	Mcm5	member of a gene signature for invasive colorectal tumor cells	[108]
	DE	315298	176,9	63	Racgap1	Higher levels of RACGAP1 mRNA were significantly correlated with meningioma progression	[109]
	DE	63996	348,5	54	Smc1l1	knocking down SMC1A inhibits growth and leads to G2/M arrest in human glioma cells	[110]
	DE	24842	237,7	51	Tp53	p53 abnormalities affect the invasive and aggressive nature of malignant astrocytomas	[111]

Top-ranked hubs were identified according to their betweenness centrality values and their relevance in tumor biology was determined. The main literature findings on cancer were highlighted for the top five differentially expressed (DE) genes and DE-related genes. Genes that co-express with DE genes (DE-related genes) were included in the networks to verify how DE genes interact with other functionally related genes.

**Table 2:** List of top-ranked hubs identified in the transcriptional networks derived from Ang II v+ Los vs Ang 6 h, Ang II + PD123319 vs Ang II 3 h and Ang II + PD123319 vs Ang II 6 h comparisons.

Comparison	Type	Gene ID	Betweenness	Degree	Gene	Tumor Relevance	Ref.
**Ang + Los x Ang 6 h**	related	25737	1028,8	68	Pcna	cell cycle biomarker useful to evaluate the proliferating activity of brain tumors	[94]
	related	54237	943,9	73	Cdk1	downregulation can inhibit the proliferation of human gliomas	[104]
	related	85332	884,7	73	Prkcdbp	involved in cell proliferation mediated by substance P receptor	[112]
	related	56611	868,3	76	Anxa2	correlated with glioma grade and prognosis, its inhibition delays glioma cells migration	[113]
	related	116510	859,6	80	Timp1	expressed in diffuse astrocytomas and involved in neural stem cell maintenance	[114]
	DE	296370	606,2	39	Ctsa	play a role in metastatic dissemination of malignant melanoma	[115]
	DE	289211	592,5	56	Fcgr2b	Fcgamma receptor overexpressed in follicular lymphomas	[116]
	DE	63836	549,6	38	Actn4	role in the survival, motility, and RhoA signaling of astrocytoma cells.	[117]
	DE	25729	457,2	33	Ccne1	Downregulation of Ccne1 by MicroRNA-195 inhibits the proliferation of human glioma cells	[118]
	DE	24908	454,6	26	Dnajb9	suppresses cell death induced by ER stress	[119]
**Ang + PD x Ang 3 h**	related	24525	817,5	70	Kras	Inhibition of Ras is a therapeutic strategy for blocking malignant glioma growth	[120]
	related	25205	799,5	70	Il6st	signal transducer of IL6, interleukin tha promotes glioblastoma cell invasion and angiogenesis	[121]
	related	25687	675,0	65	Cald1	Caldesmon is a cytoskeleton-associated protein involved in glioma neovascularization	[122]
	related	50672	534,3	65	Ednrb	member of a 4-gene signature associated with clinical outcome in high-grade gliomas	[123]
	related	79128	411,5	62	Dab2	downregulation of the tumor supressor gene DAB2 defines a oncogenic pathway in lung cancer	[124]
	DE	116670	280,4	58	Mypt1	participates in Rho-regulated myosin phosphatase required for cell movements and invasion	[125]
	DE	25676	333,1	51	Rasa1	interacts and extensively colocalizes with DLC1 in focal adhesions	[126]
	DE	24577	193,6	49	Myc	Temozolomide suppresses MYC to inhibit progression of human glioblastoma	[127]
	DE	300807	168,4	48	Rora	RORα suppresses breast tumor invasion	[128]
	DE	116663	269,1	45	Dusp6	Dual-specificity phosphatase 6 has tumor-promoting properties in human glioblastomas	[129]
**Ang + PD x Ang 6 h**	related	81778	2241,3	103	S100a10	increased expression in human glioblastoma tumor xenografts expressing EGFRvIII	[130]
	related	65261	1924,3	77	Myo1c	Myo1c facilitates G-actin transport to the leading edge of migrating endothelial cells	[131]
	related	79128	1899,4	95	Dab2	downregulation of the tumor supressor gene DAB2 defines a oncogenic pathway in lung cancer	[124]
	related	85496	1822,7	60	Enpp1	implicated in tumor invasion	[132]
	related	24852	1724,9	79	Tpm4	Tropomyosin that regulates adhesion structures and is a plasma biomarker for lung cancer	[133]
	DE	50719	1330,6	62	Slc7a5	High expression of L-type amino acid transporter 1 in infiltrating glioma cells	[134]
	DE	304577	934,5	60	Ung	uracil-initiated base excision repair pathway occurs in glioblastoma cells	[135]
	DE	54320	928,8	57	Pdpn	Podoplanin is a transmembrane sialoglycoprotein with increased expression in astrocytomas	[136]
	DE	65189	905,9	51	Stk3	participates in the Hippo pathway, that promotes glioblastoma growth	[137]
	DE	362325	896,2	66	Mdfic	transcriptional regulator that modulates Wnt signaling-dependent transcription	[138]

Top-ranked hubs were identified according to their betweenness centrality values and their relevance in tumor biology was determined. The main literature findings on cancer were highlighted for the top five differentially expressed (DE) genes and DE-related genes. Genes that co-express with DE genes (DE-related genes) were included in the networks to verify how DE genes interact with other functionally related genes.

### Evaluation of microarray results by quantitative real-time PCR (qPCR) experiments

The gene expression levels of AT1 and AT2 receptors were evaluated by qPCR analysis. At 3 hours interval, Ang II caused a slight up and down-regulation of AT1 and AT2 receptors, respectively. On the other hand, at 6 hours, Ang II caused a non-significant decrease in the expression of both Ang II receptor subtypes (Figure 8A). The gene expression results of the microarray experiments were confirmed by qRT-PCR of genes regulated by Ang II or its antagonists. Genes were selected according to their fold change values and relevance for cancer biology. Changes in gene expression were confirmed in a range complying with the observed in microarray analysis. 

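On the arrays, 7 of the 10 selected genes passed the limits in the comparison for which Figure 8B shows them. In Ang II x Control at 3 h, Agtrap had a log2 fold change of -0.46 (standard error 0.10) and Lamb1 -0.44 (standard error 0.12), each lower in 4 of 4 pairs, and neither passed without the replicate block. Map2k4 had 0.47 (standard error 0.14), higher in 4 of 4 pairs, and 0.19 with the normexp background, where it did not pass. In Ang II x Control at 6 h, Aqp2 (NM_012909, chromosome 7 of rn4) had -0.62 (standard error 0.09, limma adjusted p = 0.0573), with -0.48, -0.77, -0.73 and -0.50 in replicates 1 to 4. Vegfa, the mean of 4 probes, had -0.32 (standard error 0.12), lower in 4 of 4 pairs, and stayed just inside the lower fold limit. Hbegf had -0.59 (standard error 0.16) in Ang II+PD123319 x Ang II at 3 h, lower in 4 of 4 pairs. In the same comparison Prkca had -0.11 (standard error 0.11) and did not pass. Bcar1 had -0.20 (standard error 0.11) in Ang II+Los x Ang II at 3 h, lower in 4 of 4 pairs, and did not pass. In Ang II+PD123319 x Ang II at 6 h, Ctgf had -0.45 (standard error 0.13) and Nlrp3 -0.75 (standard error 0.16), each lower in 4 of 4 pairs. Nlrp3 was well above background on 1 of 4 Ang II+PD123319 arrays, and with the normexp background it had -0.10 and did not pass. Aqp2 did not pass there either, with -0.31. Gapdh, the internal control of the qPCR, passed in none of the 6 comparisons and lay furthest from 0 in Ang II+Los x Ang II at 3 h, with -0.27 (standard error 0.13). The probes for Agtr1a, Agtr1b and Agtr2 were too dim to be tested. The qPCR itself was not analysed here.

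**Figure D4:**
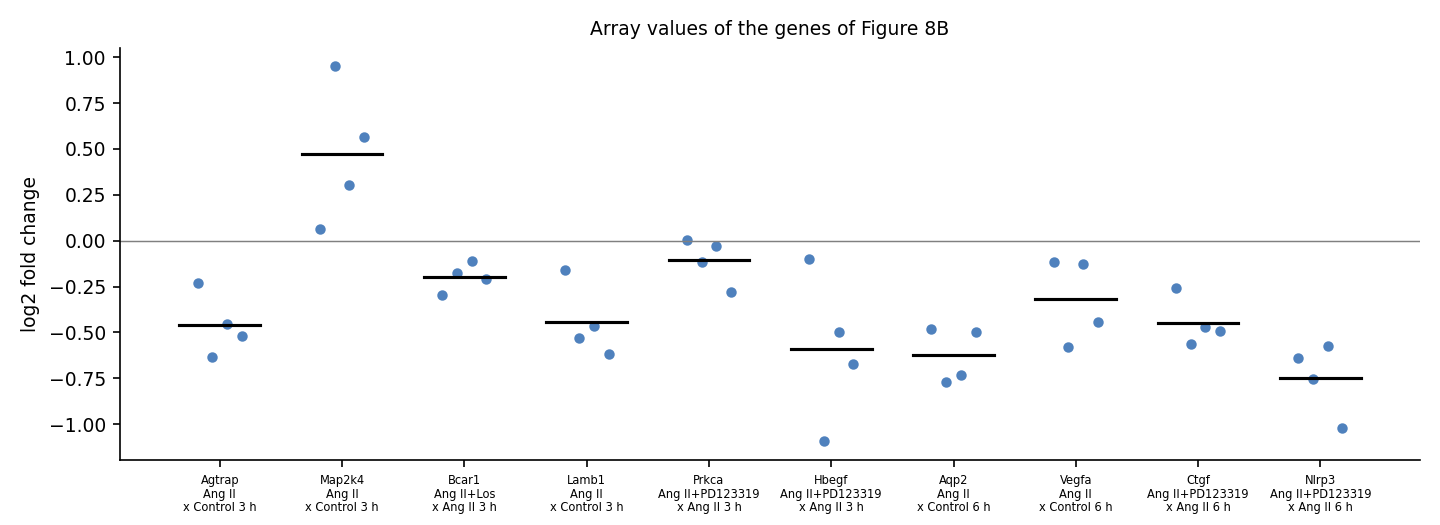
Log2 fold change on the arrays of the 10 genes in Figure 8B, each in the comparison given below its name. Points are the 4 replicate pairs, and lines give the mean. Of the 10 means, 9 lie below 0, from -0.11 to -0.75, and that of Map2k4 lies at 0.47.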

Figure 8B shows DNA microarray and qPCR gene expression results.

**Figure 8:**
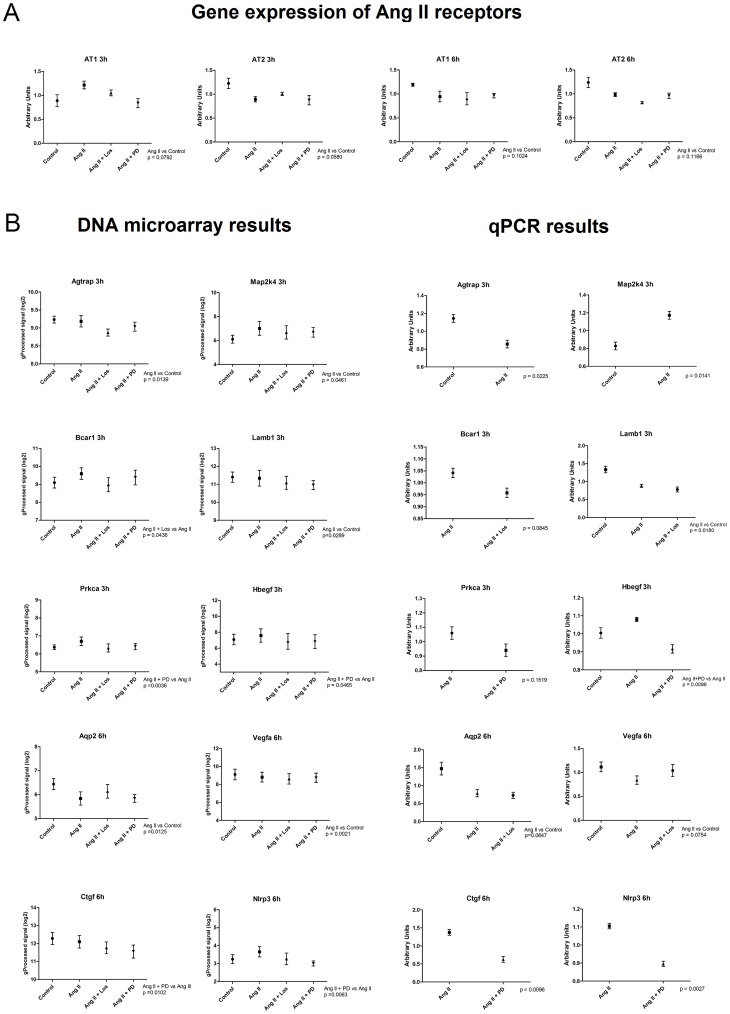
Quantitative PCR (qPCR) experiments for selected genes. A) Gene expression levels of Angiotensin II receptors (Agtr1 and Agtr2) were evaluated by qPCR. B) Technical validation of oligonucleotide microarray data by qPCR of Ang II-regulated genes. The expression of the genes Agtrap, Map2k4, Bcar1, Lamb1, Prkca, Hbegf, Aqp2, Vegfa, Ctgf and Nlrp3 was assessed to confirm gene expression changes identified by oligonucleotide microarray analysis. The gene Gapdh was used as an internal control. The comparison is made between average log2 expression values derived from microarray experiments and arbitrary units obtained from qPCR assays.

## Discussion

To gain insights into Ang II effects in gliomas, we analyzed the transcriptomic changes occurring upon Ang II stimulation or AT1 and AT2 inhibition in C6 glioma cells. Interestingly, we found a high number of DE genes with low fold changes at both treatment intervals. This observation is in line with a previous work that investigated Ang II gene targets on glomerulosa cells, revealing widespread effects on gene expression, particularly the rapid induction of numerous transcriptional factors [38]. This transcriptomic pattern is also consonant with the results obtained in a breast cancer cell line stimulated with Ang II [39]. Therefore, it is increasingly evident that Ang II induces a moderate and extensive transcriptional response rather than a strong activation of a limited group of genes.

Venn diagrams showed that Ang II promotes a time-dependent transcriptional response in glioma cells, as different sets of DE genes were observed at each time interval. This effect may be associated with the non-continuous activation of some TFs over time, which is corroborated by the distinct enriched transcription factors observed at each time interval evaluated here. 

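Across the 13333 genes compared, the log2 fold changes of Ang II x Control at 3 h and 6 h correlated with r = 0.36. In 100 draws with exchanged residuals the correlation lay between -0.23 and 0.23 in the central 95% of draws, and 0 draws reached 0.36. These draws were independent between the times, so a culture or day shared by equal replicate numbers is not excluded, nor is the slide position. Without filtering dim probes, the value was 0.20, and without replicate 2 it was 0.26. The test of whether the effect of Ang II differs between 3 h and 6 h was run by limma on all 32 arrays and 16458 genes. It gave 0 genes with an adjusted p under 0.05 and a lowest adjusted p of 0.737. The unadjusted p of this test was under 0.05 for 1090 genes, and 822.9 are expected by chance. In simulated arrays with a log2 difference of 1 between the times in 200 of 16161 genes, the same test found 59.5% of them. The simulated noise was independent between genes, so shifts shared by many genes are not covered. Smaller differences between the times were not simulated, and the 0 genes do not exclude them. The 3 h and 6 h groups lie on separate slides, and each effect of Ang II was taken within slides.

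**Figure D5:**
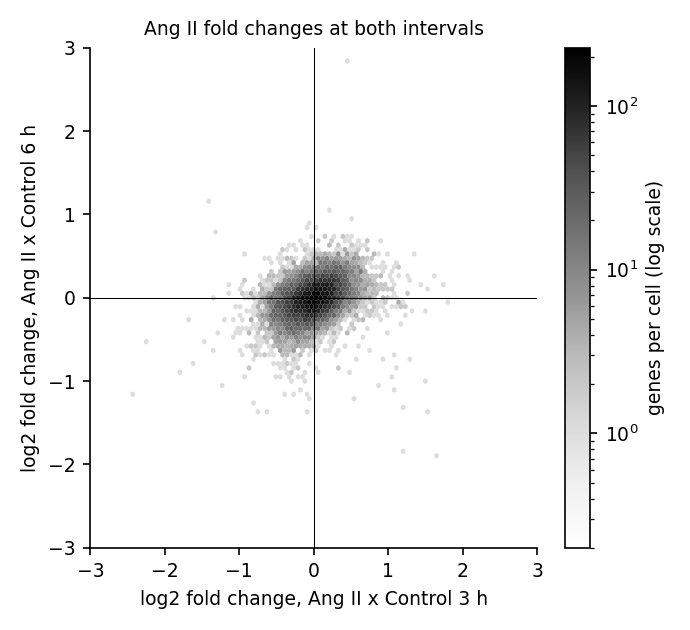
Log2 fold change of Ang II x Control at 3 h (horizontal axis) and 6 h (vertical axis), as the number of genes in each hexagon for the 13617 genes tested at both time intervals. The cloud of genes leans along the diagonal, with r = 0.36 over the 13333 genes compared.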

In line with these evidences, a previous study has demonstrated that the kinetics of gene expression changes induced by Ang II can be persistent or transient depending on the cell type [40]. Moreover, acute and chronic Ang II response genes are completely different in adrenocortical cells [41], substantiating this interpretation. Alternatively, these results could be explained by the fact that chronic Ang II treatment regulates the balance between G protein and β-arrestin coupling to Ang II receptors. This regulation consequently changes downstream signaling outcomes and alters the gene expression profiles observed at different intervals [42]. As a matter of fact, alternative G protein-independent pathways such as β-arrestin signaling may be relevant for cancer survival pathways, as β-Arrestin-biased AT1 stimulation activates MAPK pathway [43] and promotes cell survival during acute injury [44].

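The difference between 3 h and 6 h was also tested for the effect of each antagonist, on the same 32 arrays. For Ang II+Los x Ang II, limma gave 0 genes with an adjusted p under 0.05, a lowest adjusted p of 0.729, and 833 genes with an unadjusted p under 0.05. For Ang II+PD123319 x Ang II, it gave 0 genes, a lowest adjusted p of 0.499 and 406 genes with an unadjusted p under 0.05. Both numbers stand against 822.9 genes expected by chance. Leaving out any single replicate left both adjusted counts at 0.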

Our findings likewise indicated that the time-dependent effects of Ang II on glioma cells were altered by the presence of Ang II receptor antagonists. One reason for this is that Ang II exposure modifies the plasma membrane density of its receptors by moving AT1 and AT2 in opposite directions, respectively to the cytosol and to the plasma membrane. However, such receptor translocations are inhibited by Ang II receptor antagonists [45]. Consequently, the ratio of the membrane expression of AT1 and AT2 receptors may be also influenced by the presence of antagonists, taking into consideration the dissociation of antagonist-receptor complexes by Ang II over time. These different ratios would allow Ang II to signal toward distinct downstream pathways, thereby eliciting unique patterns of gene expression depending on the time intervals or antagonists used in the assay.

Notably, gene expression changes induced by Ang II at different time intervals may be relevant for glioma pathogenesis. In accordance with this assumption, our results showed that common genes and transcription factors overrepresented by DE genes at both time intervals were linked to DNA repair, cell cycle control and regulation of tumor suppression and development processes. This anticipates that chronic transcriptome modulation by Ang II may interfere with glioma proliferation in a long-lasting manner. In parallel, another study demonstrated that acute transcriptional changes induced by Ang II influence aortic aneurysm progression [46], suggesting that transient gene expression changes might be also relevant for the protumoral actions of Ang II in glioma cells.

We focused our further transcriptional network analysis on the genes differentially regulated by Ang II and on those that co-express with these DE genes according to GeneMANIA. The systems-level effects of Ang II in glioma cells suggest that this peptide induces transcriptomic changes favoring glioma progression. Such statement is consistent with the presence of network genes whose enriched functions include cell migration, pathways in cancer, mitosis and cell cycle. Additionally, the network-based approach used here enabled the disclosure of protumoral functions of Ang II-regulated genes in glioma cells, through the detection of central network genes (hubs) and their respective overrepresented biological functions. Hub genes were already described to be essential components of biological networks and to play crucial roles in biological systems [47]. In this way, network analysis focusing on the identification of hubs is useful for the prioritization of candidate genes for further analysis [48] and subsequent identification of novel drug targets [49]. Moreover, we functionally enriched hub genes depicted in the networks to unveil which biological functions they participate. This methodology is more advantageous than common gene function enrichment analysis, as it takes into account the interactions among the nodes in the networks, considering a set of genes as an interconnected network. Therefore, the subsequent network-based functional enrichment allows the identification of enriched biological functions among genes that are functionally connected [50]. This is relevant in complex disorders such as cancer that are caused by the interplay between multiple connected genes whose intricate interactions cannot be understood by solely studying individual changes in gene expression [51].

By adopting this approach, we were able to reveal that a significant part of the hub genes participate in signaling pathways frequently deregulated in gliomas [52]–[56]. The diversity of signaling pathways activated by Ang II is in line with previous results showing that Ang II changes the expression of genes involved in many signaling pathways, due to the activation of common second messengers [57]. Most of these genes belong to the cross-talked pathways Ras/Raf/MAPK and PI3K/AKT/mTOR, the two major pathways activated by overexpressed ErbB receptors in glioblastoma cells [58], [59]. These interconnected pathways were previously linked to the trophic effects of Ang II in vascular smooth muscle cells [60]. Moreover, both pathways are stimulated by integrins in the context of focal adhesions, a dynamically regulated process during cell migration [61] and invasion [62]–[64]. Concordantly, two invasion-related functions - focal adhesion and regulation of actin cytoskeleton - were overrepresented by some hub genes identified through network analysis in the different comparisons depicted in Figures 2 to 7.

Noteworthy, AT1 and AT2 inhibitors were both able to down-regulate the expression of hub genes involved in protumoral functions. This result contradicts the standard view in which AT1 and AT2 exert opposite functions in vasoconstriction [65] and cell growth [66]. This paradigm may not apply in a cancer context because tumor cells could also co-opt the signal transduction promoted by AT2 to cooperate with protumoral functions. Such cooperation could be achieved by means of either cumulative genetic mutations or cross-activation of Ang II receptors by other receptors [67]–[69]. Thus, an intriguing hypothesis, still to be fully substantiated, is that both Ang II receptors represent therapeutic targets for intervention in glioma. To date, only the effect of AT1 blockers was evaluated in clinical trials for glioma patients [70]. Therefore, the potential combination of AT1 and AT2 blockers should be tested in animal models of glioma in order to anticipate whether this combination may potentially yield better results in the treatment of those patients.

## Conclusions

In this study, we identified potential molecular mechanisms underlying the correlation between glioma malignancy and positive expression of Ang II receptors. To the best of our knowledge, this is the first work to provide molecular evidence supporting the role of both Ang II receptors in the proliferative and infiltrative behavior of gliomas. Moreover, the hub-based network analysis showed that central genes in the transcriptional networks modulated by Ang II exert functions associated with cell proliferation, migration and invasion, key aspects for glioma progression.

## Methods

### Culture of C6 rat glioma cells and MTT proliferation assay

The C6 rat glioma cell line [71] was used as an in vitro glioma model. The cell line was a gift of Prof. Sueli Kazue Nagahashi Marie from the Neurology Department of the School of Medicine, University of São Paulo. This cell line was obtained from the American Type Culture Collection. They were cultured in Dulbecco's modified Eagle's medium (DMEM) supplemented with 10% fetal bovine serum, 100 Units/ml penicillin and 100 µg/ml streptomycin. Cells were seeded at 10^5^ per well in 96-well plates and allowed to adhere overnight. Four sample replicates were used for each group. They were then incubated at 37°C for 48 h with Ang II. A MTT Proliferation assay (Life Technologies, Carlsbad, US) was carried out to assess C6 cell viability (relative to the untreated control) in response to Ang II treatment. Cells incubated with Ang II had a statistically significant increase in proliferation rate compared to control cells (Student's t test with p<0.0001, data not shown), confirming the capability of Ang II to induce cell proliferation in glioma cells.

### Treatment scheme for oligonucleotide microarray experiments

Cells were seeded in cell culture dishes and incubated at 37°C/5% CO_2_ until becoming confluent. Then, these cells were pre-treated (30 minutes) with either AT1 receptor antagonist (Losartan: 10^−5^ M) or AT2 receptor antagonist (PD123319: 10^−5^ M) followed by Ang II treatment (10^−7^ M) according to the treatment scheme: Group 1 – control; Group 2 – cells only treated with Ang II; Group 3 – cells pre-treated (30 minutes) with Losartan and then treated with Ang II; Group 4 – cells pre-treated (30 minutes) with PD123319 and then treated with Ang II. Ang II, Losartan and PD123319 were obtained from Sigma Chemicals (St Louis, US).

### RNA extraction for oligonucleotide microarray analysis

Total RNA was isolated from samples at 3 and 6 hours intervals using Trizol reagent (Life Technologies, USA) and purified using RNeasy Spin Columns (Qiagen, USA). RNA quantity was determined using a Nanovue spectrophotometer (GE Healthcare, USA). The RNA quality was performed using a 2100 Bioanalyzer with an RNA 6000 Nano kit and Ladder (Agilent Technologies, USA), according to the manufacturer's instructions. The Bioanalyzer produces an electropherogram, which shows the distribution of RNA transcripts in the sample. In an ideal sample, the two peaks of the ribosomal RNA 18 S and 28 S bands are observed, while additional peaks suggest RNA degradation and/or DNA contamination. The 2100 Bioanalyzer Expert software program (version B.02.06.SI418) was used to assign an RNA integrity number (RIN) from 1 to 10, with 1 = degraded, 10 = intact [72]. Only samples with a RNA integrity number (RIN) of 8 or greater were employed.

### RNA amplification and labeling

Agilent's Quick Amp Labeling Kit was used to generate fluorescent cRNA (complementary RNA) for the microarray hybridizations, following the manufacturer's instructions. Briefly, a 700 ηg aliquot of total RNA was reverse transcribed into cDNA. Synthesized cDNA was transcribed into cRNA and labeled with the fluorescent dye Cyanine 3 (Cy3). Labeled cRNA was purified with RNeasy Mini columns (Qiagen). The quality of each cRNA sample was verified by total yield and Cy3 specific activity calculated based on Nanovue spectrophotometer measurements (GE Healthcare).

### Microarray hybridization

Microarray hybridizations were carried out on labeled cRNAs with Cy3 specific activity greater than 9 ρmol Cy3 per µg de RNA. Arrays were incubated at 65°C for 17 h in Agilent's microarray hybridization chambers and subsequently washed according to Agilent's one-color microarray-based gene expression analysis protocol (Version 5.7, March 2008). Gene expression profiles were evaluated using Agilent whole rat genome 4×44K oligonucleotide microarrays.

### Data acquisition

Hybridized slides were scanned at 5 µm resolution using an Agilent G2505B DNA microarray scanner. Default settings were modified to scan the same slide twice at two different sensitivity levels (XDR Hi 100% and XDR Lo 10%). The two linked images generated were analyzed together and data were extracted and background subtracted using the standard procedures contained in the Agilent Feature Extraction (FE) Software version 9.5.1. The software returns a series of spot quality measures to assess the reproducibility and the reliability of spot intensity estimates. These parameters are summarized in a quality control report and were evaluated in order to support the high quality of the data acquired.

### Data processing and analysis

The R statistical environment (http://www.r-project.org) was used to filter and analyze the data. The mean of the probes for each gene was calculated, genes with missing values were removed and then the signal intensities were log2 transformed. Subsequently, data was normalized using the Löwess normalization method [73] to correct intensity-dependent ratio bias between the arrays. These logarithmic normalized values were used to perform the statistical analyses. To identify which genes were significantly differentially expressed, t-tests (p<0.05) were performed in the following comparisons: Ang II x Control (3 h); Ang II x Control (6 h); Ang II+Los x Ang II (3 h); Ang II+Los x Ang II (6 h); Ang II+PD123319 x Ang II (3 h); Ang II+PD123319 x Ang II (6 h). Microarray data set supporting the results of this article is available in GEO public database (http://www.ncbi.nlm.nih.gov/geo), under accession number GSE47529.

### Functional enrichment analyses

The differentially expressed genes found at 3 and 6 hours intervals were used to carry out extensive analysis of functional categories, i.e., gene ontology (GO) terms [74] and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways [75]. We aimed at clarifying whether certain gene clusters are enriched with particular over-represented functional categories. This categorization was made using FunNet (http://www.funnet.ws) as an intermediary tool. FunNet performs a functional profiling of gene expression data, identifying overrepresented biological themes in the microarray dataset using GO and KEGG databases [76]. The common differentially expressed genes across the comparisons were identified using the Gene List Venn Diagrams software [77]. Finally, transcription factors (TFs) upstream to differentially expressed genes were identified using Enrichr, a bioinformatics tool that retrieves molecular information from transcription factor databases and defines transcription factors statistically enriched from gene lists [78]. We used the p-value calculated by Enrichr for ranking enrichment results and were considered significant the top 100 transcription factors with p<0.05. In addition, only the TFs overrepresented in both ChEA and Transfac databases were used for further analysis.

### Network analysis of transcriptional changes

Transcriptional network analysis was performed to evaluate the network representation of the molecular relationships between DE genes. GeneMANIA [79], a Cytoscape plugin, was used to predict DE gene interactions and to expand the networks with functionally similar genes, using available genomics and proteomics data. Networks were generated using only information derived from the co-expression category [80]. Node centrality values were calculated with CentiScaPe [81] in order to determine their hierarchy in the respective biological networks. We used the centrality betweenness and degree indexes, which correspond, respectively, to the number of links incident upon a node and to the number of shortest paths that passes through a specific node to connect directly or indirectly two other nodes. GraphPad Prism software (GraphPad, San Diego, CA, USA) was used to build scatter plots showing the correlation between each node degree and betweenness. Scatter plots allowed the selection of the 25 DE genes and 15 related genes with highest centrality values in each network. Finally, networks showing the interactions between these top-ranked genes were obtained using Cytoscape. Node size was proportional to betweenness centrality values. In order to retrieve literature information pertaining to each gene we used GenClip, a bioinformatics tool that searches for genes related to keywords based on up-to-date literature profiling [82].

### Validation of microarray by real-time qRT-PCR

To validate the results of microarray analysis, the differential expression of representative genes in the microarray analysis was confirmed using the same RNA samples that were used for microarray, by qRT-PCR amplification. For cDNA synthesis, an aliquot of 0,5 µg of total RNA from each sample was incubated with 1 µL of Oligo(dT) 0,05 µg/µL, 1 µL de SuperScript II Reverse Transcriptase and completed with 20 µL of DEPC treated water. For polymerase chain reaction (PCR) to amplify cDNA, QuantiFast SYBR Green PCR Kit (Qiagen) was used according to the manufacturer's instructions in a final volume of 25 µL per reaction. The following primers (10 pmol/µL) were designed using Primer 3 software (23) and used for qRT-PCR: Agtr1 sense (CCATCGTCCACCCAATGAAG) and antisense (GTGACTTTGGCCACCAGCAT), Agtr2 sense (AATTACCCGTGACCAAGTCTTG) and antisense (ATACCCATCCAGGTCAGAGCAT), Prkca sense (ATGCTCATGTTTCCAGTCTGC) and antisense (CTGATAGAGTGCCAGTGTGTGG), Agtrap sense (CAAAGAAGACAAGAAGCCCAAG) and antisense (AGCGCTCTACCACTGAGCTAAA), Map2k4 sense (GTGGACAGCTCGTGGACTCTAT) and antisense (TCATACCCTTGTCTTGATGCAC), Hbegf sense (GGAGAGTGCAGATACCTGAAGGA) and antisense (GTCAGCCCATGACACCTCTGT), Ctgf sense (AAGAAGACTCAGCCAGACC) and antisense (AGAGGAGGAGCACCAAGG), Nlrp3 sense (CAGACCTCCAAGACCACGACTG) and antisense (CATCCGCAGCCAATGAACAGAG), Bcar1 sense (GCACACAGCAAGTTTGTCATTC) and antisense (GCTGTAGTGGGTCACTTTGCTT), Aqp2 sense (CTGGTGCTGTGCATCTTTGC) and antisense (ATGGAGCAACCGGTGAAAT), Lamb1 sense (GCGTAAAGCTGCCCAGAACTCTG) and antisense (TCCTCCTGGCATCTGCTGACTC), Vegfa sense (GCCCATGAAGTGGTGAAGTT) and antisense (TATGTGCTGGCTTTGGTGAG), and Gapdh sense (GACATGCCGCCTGGAGAAAC) and antisense (AGCCCAGGATGCCCTTTAGT), this last used as a housekeeping gene. The amplification protocol design was: initial denaturation step at 95°C for 5 min followed by 40 cycles using Applied Biosystems 7300 Real-Time PCR System. Each cycle included a denaturation step at 95°C for 15 seconds and a primer-annealing/elongation step at 60°C for 30 seconds. The relative standard curve method was used for quantification of gene transcription between the groups evaluated. For all PCR reactions, dissociation curves were constructed in order to verify the amplification reaction specifity and confirm the absence of primer dimer formation. Statistical analysis was carried out using one-way paired t-tests between selected experimental groups using a significant threshold of p<0.10.

## Supporting Information

File S1 **Tables S1 to S12: Differentially expressed (DE) genes for each comparison and their respective enriched biological functions.** DE genes were functionally enriched using Gene Ontology (GO – Biological Processes) and Kyoto Encyclopedia of Genes and Genomes (KEGG) databases, through FunNet bioinformatics tool.
(PDF) Click here for additional data file.

File S2 **Table S13: DE gene's p-value and fold changes for all comparisons at 3 hours interval after Ang II treatment.**
(XLSX) Click here for additional data file.

File S3 **Table S14: DE gene's p-value and fold changes for all comparisons at 6 hours interval after Ang II treatment.**
(XLSX) Click here for additional data file.

File S4 **Table S15: Venn diagrams showing the overlapping differentially expressed (DE) genes across the experimental comparisons.** Venn diagrams were constructed using all experimental comparisons in order to identify DE genes regulated by Ang II at both 3 or 6 hours intervals, and genes whose expression is altered by Ang II and by the presence of Ang II and its antagonists. Genes encompassed in these overlaps are called common genes.
(XLSX) Click here for additional data file.

File S5 **Table S16: Venn diagrams showing the enriched transcription factors (TFs) overlapped among the experimental comparisons.** Venn diagrams were constructed using the top 100 enriched TFs disclosed at both ChEA and Transfac databases in order to identify significant enriched transcription factors across the experimental comparisons.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

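The measurements are single-dye expression arrays of C6 cells, 32 arrays in all, with 4 groups of 4 replicates at 3 h and 4 groups of 4 at 6 h. The paper gives 700 ng of RNA for labelling and the sample labels give 500 ng. Per the file headers, the scanner software was Feature Extraction 9.5.3.1, and the paper names 9.5.1. It measured the intensity of each spot, subtracted the background and wrote a processed intensity per spot. As deposited, the log2 values equal the log2 of this processed intensity in 100% of 561803 values compared, so that no scaling between arrays had been applied. In these deposited values 38.2% are blank, 95.4% of the blanks have a failed flag, and 3114 values that are present have one. The 75th percentile of an array lies between 9.08 and 10.58 there. The values of 9995 probes are complete at 3 h and of 12288 at 6 h.

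Both the scanner files and the deposited values were read. The main values come from the scanner files. Spots with an outlier flag of their own were left out, and spots of the same probe were averaged, since 1390 of the 30367 probes are printed 10 times. Dim spots at 3 h carry no surrogate value, and the error of their signal was put in its place. Probes with more than 2 gaps were left out. Cyclic loess used 3 iterations and a span of 0.7. Genes with a gap after the filter numbered 233 at 3 h and 66 at 6 h. The paper's methods give t-tests for the arrays, and the series record calls them paired. The comparisons were made with limma 3.58.1 in R 4.3.3, with data.table 1.17.8. The numbers are adjusted by the method of Benjamini and Hochberg. The lists of genes were tested with camera, with a preset correlation of 0.01, and with fry. Figures were drawn with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

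The replicate number is the slide, and the groups were compared within slides. At 3 h, replicates 1 and 2 were scanned in scan 1 and replicates 3 and 4 in scan 2, and at 6 h replicates 1 to 3 in scan 3 and replicate 4 in scan 4. The genes named are every gene named in the paper's Results, in Figure 8 and in Tables 1 and 2, and in each comparison the 3 highest and 3 lowest log2 fold changes among genes with an unadjusted p under 0.05, the same direction in all 4 pairs, a signal well above background on all 16 arrays of the time, and a gene symbol. Of the 192 gene names looked up, 180 were found as given, 9 by an alternative name and 3 were not found. The method was tested on simulated data with 200 changed genes. At 0 change, the share of unchanged genes with an unadjusted p under 0.05 was 5.08% at 3 h and 5.01% at 6 h. The noise of the simulated data was independent between genes.

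The alternatives tried were no replicate block, a paired t-test per gene, an unpaired t-test, scaling to the 75th percentile, quantile normalization, the normexp background with an offset of 50, a stricter filter and none, each probe on its own, the 8 arrays of a comparison alone, the deposited values, and each replicate number left out in turn. The enrichment tests and networks of the paper and its qPCR were not analysed here, and the coordinates are on rn4, per the file headers. Results for some of the hub genes in Tables 1 and 2 are not reported here.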

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

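The tests of the spike-in controls were chosen after the result was seen. The swaps of arrays within pairs were first fitted to 8 arrays, and the fit to 16 arrays was chosen after those counts were seen. The other tests in this part were set beforehand.

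Some arrays lay far from the other 3 of their group. The median local background was 36 in Control at 3 h replicate 2 against 37 in the others, 36.5 in Ang II at 3 h replicate 3 against 37, and 38 in Control at 6 h replicate 4 against 37. Ang II+PD123319 at 6 h replicate 4 had 2.07% of its spots under an outlier flag, against 0.779% to 0.863% in the others. Of 48 such comparisons, 4 passed, and chance alone passes about 1 in 20. The backgrounds are nearly whole numbers, so that 3 equal values make any other value stand out. No biological explanation was tested for these arrays.

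Actn4 and Hipk2 moved in opposite directions at 3 h and 6 h in Ang II+Los x Ang II. Actn4 had 0.18 at 3 h, higher in 4 of 4 pairs, and -0.10 at 6 h, lower in 4 of 4 pairs. Hipk2 had 0.64 and -0.054, with the same pattern. The difference between the times had an adjusted p of 0.729 for each by limma, which is not past 0.05. Among 105 gene comparisons, 2 showed this pattern. Many of these genes were chosen for a change in 1 direction at 1 of the times, so that no number expected by chance is given. The directions were the same after scaling to the 75th percentile, after quantile normalization and with the normexp background. A difference between time intervals stays open beside chance.

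The paper does not compare the antagonist groups with Control. At 6 h, 233 genes differed between Ang II+Los and Control with an adjusted p under 0.05 by limma (137 higher and 96 lower, lowest adjusted p 0.0262), and 229 differed between Ang II+PD123319 and Control (89 higher and 140 lower, lowest adjusted p 0.00062). At an unadjusted p under 0.05 there were 3598 and 3759 genes, and 819 are expected by chance. Taken from separate arrays, the fold changes of these comparisons correlated with those of Ang II x Control with 0.33 and 0.30. Without the replicate block the adjusted counts were 0, and they were 0 with the 8 arrays of each comparison alone. At 3 h the adjusted counts were 0, with 2918 and 1008 genes at an unadjusted p under 0.05 where 669.85 are expected. With arrays swapped within pairs, 1 of 8 splits reached the count for Losartan and 1 of 8 the count for PD123319, the real one included each time, and the other splits gave at most 5 and 4 genes. With 8 splits, chance cannot be excluded at 0.05. A position effect also cannot be told apart from the treatment, since 0 Control arrays lie at another position than 1. An effect of Ang II that the antagonists leave in place stays open as well. The correlations of 0.33 and 0.30 go with it, but a position effect could give them too.

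The spike-in controls carry no RNA of the cells. After normalization they were lower on the Ang II arrays than on the Control arrays at 6 h, by a log2 difference of -0.28 over 10 probes and in 4 of 4 pairs (-0.69, -0.32, -0.06 and -0.03 in replicates 1 to 4). Leaving out replicate 1 gave -0.14. Without normalization between arrays the difference was -0.28 and 2 replicates were lower, which does not decide whether between-array normalization brings it about. At 3 h the difference was -0.23 and 3 of 4 pairs were lower. Without normalization between arrays, it was 0.22 and 1 replicate was lower, while the 75th percentile of the cell signal was higher by 0.50 in 4 of 4 pairs, so that between-array normalization may account for it. At 6 h that percentile was higher by 0.024, in 3 of 4 pairs, which by itself shows no clear rise of the cell signal. A higher amount of labelled RNA from the cells with Ang II and the position on the slide stay open at both times.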

How the results depend on the processing

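The alternatives were set before the data were examined, apart from 5 that were chosen after seeing the data. These 5 left out spots with a flagged background, left out dim spots below 0 at 3 h, and tested each probe by a paired t-test on the deposited values, with the fold limits, without them, and with them for Ang II x Control alone. A count is named here when it moved by more than 1.5 times, a share when it moved by over 10 percentage points, and a correlation when it moved by more than its spread over the choices of replicates. Where no reason is given, the cause was not tested.

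Without the replicate block, which takes away the pairing by slide, the genes past both limits numbered 351 in Ang II x Control at 3 h, 345 in Ang II+Los x Ang II at 3 h, 62 in Ang II+PD123319 x Ang II at 3 h, 527 in Ang II x Control at 6 h, 35 in Ang II+Los x Ang II at 6 h and 112 in Ang II+PD123319 x Ang II at 6 h. The share of lower genes was 65.8% in Ang II x Control at 3 h and 50.0% in Ang II+PD123319 x Ang II at 6 h. The common genes numbered 13 for Ang II at 3 h and 6 h, 28 for Ang II and Los at 3 h, 31 for Ang II and PD123319 at 3 h, 9 for Los and PD123319 at 3 h, 17 for Ang II and Los at 6 h, 18 for Ang II and PD123319 at 6 h and 2 for Los and PD123319 at 6 h. Arrays of the same slide resemble each other, with a median correlation of 0.675 at 3 h and 0.687 at 6 h after the group means were taken away, so that the fit without the block keeps the slide differences in its spread.

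With a paired t-test, the kind of test the series record names, which takes the spread of each gene from its own 4 pairs, the genes past both limits numbered 659 in Ang II x Control at 3 h, 136 in Ang II+Los x Ang II at 3 h, 149 in Ang II+PD123319 x Ang II at 3 h, 733 in Ang II x Control at 6 h, 59 in Ang II+Los x Ang II at 6 h and 285 in Ang II+PD123319 x Ang II at 6 h. Lower genes made up 27.2% in Ang II+Los x Ang II at 3 h and 46.3% in Ang II+PD123319 x Ang II at 3 h. Genes common to a pair of comparisons numbered 42 for Ang II at 3 h and 6 h, 20 for Ang II and Los at 3 h, 36 for Ang II and PD123319 at 3 h, 5 for Los and PD123319 at 3 h, 9 for Ang II and Los at 6 h, 31 for Ang II and PD123319 at 6 h and 9 for Los and PD123319 at 6 h.

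With an unpaired t-test, the genes past both limits numbered 209 in Ang II x Control at 3 h, 96 in Ang II+Los x Ang II at 3 h, 67 in Ang II+PD123319 x Ang II at 3 h, 287 in Ang II x Control at 6 h, 37 in Ang II+Los x Ang II at 6 h and 84 in Ang II+PD123319 x Ang II at 6 h. Genes that were lower made up 70.8% in Ang II x Control at 3 h, 36.5% in Ang II+Los x Ang II at 3 h, 21.6% in Ang II+Los x Ang II at 6 h and 56.0% in Ang II+PD123319 x Ang II at 6 h. Shared genes numbered 2 for Ang II at 3 h and 6 h, 13 for Ang II and Los at 3 h, 20 for Ang II and PD123319 at 3 h, 4 for Los and PD123319 at 3 h, 13 for Ang II and Los at 6 h, 12 for Ang II and PD123319 at 6 h and 4 for Los and PD123319 at 6 h.

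After scaling each array to its 75th percentile, the share of lower genes was 77.0% in Ang II x Control at 3 h, 6.32% in Ang II+PD123319 x Ang II at 3 h, 55.8% in Ang II x Control at 6 h, 29.3% in Ang II+Los x Ang II at 6 h and 9.49% in Ang II+PD123319 x Ang II at 6 h. The common genes numbered 317 for Ang II and PD123319 at 3 h and 175 for Ang II and PD123319 at 6 h. The correlation of the PD123319 effect with the Ang II effect at 6 h, from separate arrays, was -0.052. With quantile normalization, lower genes made up 65.3% in Ang II x Control at 3 h. The median log2 fold change over all genes stayed within 0.1 of 0 under each scaling, the furthest being -0.05 in Ang II x Control at 3 h after scaling to the 75th percentile.

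With the normexp background and its offset of 50, the genes past both limits numbered 876 in Ang II x Control at 3 h, 176 in Ang II+PD123319 x Ang II at 3 h, 755 in Ang II x Control at 6 h, 18 in Ang II+Los x Ang II at 6 h and 157 in Ang II+PD123319 x Ang II at 6 h. Genes that were lower made up 41.1% in Ang II x Control at 3 h, 9.09% in Ang II+PD123319 x Ang II at 3 h, 5.56% in Ang II+Los x Ang II at 6 h and 14.0% in Ang II+PD123319 x Ang II at 6 h. Genes common to a pair of comparisons numbered 131 for Ang II at 3 h and 6 h, 55 for Ang II and Los at 3 h, 78 for Ang II and PD123319 at 3 h, 24 for Los and PD123319 at 3 h, 2 for Ang II and Los at 6 h, 14 for Ang II and PD123319 at 6 h and 5 for Los and PD123319 at 6 h. The correlation of the PD123319 effect with the Ang II effect at 6 h, from separate arrays, was -0.071.

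With the strict filter, which tests fewer genes, the genes past both limits numbered 78 in Ang II+Los x Ang II at 6 h. The share of lower genes was 21.8% in Ang II+Los x Ang II at 6 h and 21.7% in Ang II+PD123319 x Ang II at 6 h. The genes with an adjusted p under 0.05 by limma numbered 69 in Ang II x Control at 6 h. Shared genes numbered 40 for Ang II and Los at 6 h and 14 for Los and PD123319 at 6 h. The correlation of the PD123319 effect with the Ang II effect at 6 h, from separate arrays, was -0.066. Without a filter on dim probes, the genes past both limits numbered 837 in Ang II+PD123319 x Ang II at 3 h, 483 in Ang II+Los x Ang II at 6 h and 1280 in Ang II+PD123319 x Ang II at 6 h. The genes with an adjusted p under 0.05 by limma numbered 1 in Ang II x Control at 6 h and 4 in Ang II+PD123319 x Ang II at 6 h. The common genes numbered 287 for Ang II and Los at 3 h, 214 for Los and PD123319 at 3 h, 163 for Ang II and Los at 6 h, 188 for Ang II and PD123319 at 6 h and 122 for Los and PD123319 at 6 h. The correlation of Ang II at 3 h with 6 h was 0.20.

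With the 8 arrays of a comparison alone, the genes past both limits numbered 410 in Ang II+Los x Ang II at 3 h, 656 in Ang II+PD123319 x Ang II at 3 h and 240 in Ang II+Los x Ang II at 6 h. Genes common to a pair of comparisons numbered 74 for Ang II and Los at 3 h and 46 for Los and PD123319 at 3 h. With the deposited values, the genes past both limits numbered 79 in Ang II+Los x Ang II at 6 h and 381 in Ang II+PD123319 x Ang II at 6 h. The genes with an adjusted p under 0.05 by limma numbered 57 in Ang II x Control at 6 h. Shared genes numbered 114 for Ang II and Los at 3 h, 54 for Los and PD123319 at 3 h and 30 for Ang II and Los at 6 h. The correlation of the PD123319 effect with the Ang II effect at 6 h, from separate arrays, was -0.056.

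With the added paired t-test per probe on the deposited values, the genes past both limits numbered 477 in Ang II x Control at 3 h, 96 in Ang II+Los x Ang II at 3 h, 101 in Ang II+PD123319 x Ang II at 3 h, 518 in Ang II x Control at 6 h, 33 in Ang II+Los x Ang II at 6 h and 182 in Ang II+PD123319 x Ang II at 6 h. Lower genes made up 37.5% in Ang II+Los x Ang II at 3 h, 42.6% in Ang II+PD123319 x Ang II at 3 h, 51.5% in Ang II+Los x Ang II at 6 h and 43.4% in Ang II+PD123319 x Ang II at 6 h. The genes with an adjusted p under 0.05 by this test numbered 1 in Ang II x Control at 6 h. The common genes numbered 29 for Ang II at 3 h and 6 h, 7 for Ang II and Los at 3 h, 23 for Ang II and PD123319 at 3 h, 4 for Los and PD123319 at 3 h, 6 for Ang II and Los at 6 h, 22 for Ang II and PD123319 at 6 h and 5 for Los and PD123319 at 6 h. With the same added test and no fold limits, the genes with an unadjusted p under 0.05 numbered 841 in Ang II x Control at 3 h, 288 in Ang II+Los x Ang II at 3 h, 569 in Ang II+Los x Ang II at 6 h and 1145 in Ang II+PD123319 x Ang II at 6 h. Genes that were lower made up 61.1% in Ang II+PD123319 x Ang II at 3 h, 55.4% in Ang II x Control at 6 h, 57.6% in Ang II+Los x Ang II at 6 h and 55.6% in Ang II+PD123319 x Ang II at 6 h. The genes with an adjusted p under 0.05 by this test numbered 1 in Ang II x Control at 6 h. Genes common to a pair of comparisons numbered 117 for Ang II at 3 h and 6 h, 27 for Ang II and Los at 3 h, 58 for Ang II and PD123319 at 3 h, 14 for Los and PD123319 at 3 h, 200 for Ang II and PD123319 at 6 h and 95 for Los and PD123319 at 6 h. With the limits in that test for Ang II x Control alone, the genes common to Ang II and Los at 6 h numbered 27. Testing each probe by limma and the other added alternatives moved none of these counts, shares and correlations by as much.

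With 1 replicate number left out at a time, the genes past both limits ranged from 41 (without 4) to 723 (without 1) in Ang II+PD123319 x Ang II at 3 h, 115 (without 3) to 424 (without 1) in Ang II+Los x Ang II at 6 h, 336 (without 4) to 1044 (without 1) in Ang II+PD123319 x Ang II at 6 h, 748 (without 2) to 1769 (without 1) in Ang II x Control at 3 h, 222 (without 2) to 1849 (without 3) in Ang II+Los x Ang II at 3 h and 1224 (without 4) to 2512 (without 3) in Ang II x Control at 6 h. The share of lower genes ranged from 29.7% (without 1) to 50.0% (without 2) in Ang II+Los x Ang II at 6 h, 39.6% (without 2) to 64.0% (without 4) in Ang II+Los x Ang II at 3 h and 22.6% (without 3) to 56.1% (without 4) in Ang II+PD123319 x Ang II at 3 h. The genes with an adjusted p under 0.05 by limma ranged from 0 to 325 (without 3) in Ang II x Control at 6 h. The common genes ranged from 76 (without 2) to 433 (without 1) for Ang II at 3 h and 6 h, 43 (without 4) to 458 (without 1) for Ang II and Los at 3 h, 15 (without 4) to 390 (without 1) for Ang II and PD123319 at 3 h, 5 (without 4) to 370 (without 1) for Los and PD123319 at 3 h, 33 (without 3) to 142 (without 1) for Ang II and Los at 6 h, 58 (without 4) to 181 (without 1) for Ang II and PD123319 at 6 h and 26 (without 3) to 145 (without 1) for Los and PD123319 at 6 h.

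Of the 120 tests of gene lists, 22 passed with camera, between 16 and 21 when a replicate number was left out, and 2 with fry, both of genes the paper chose on these samples. For the named genes, 141 gene comparisons gave 2553 values under the alternatives, where a gene with several probes tested singly counts by the first of them. Of these, 2204 stayed on the same side of the limits in the same direction, 285 no longer passed, 64 passed newly and 0 of the called ones changed direction. The number of genes that differ between 3 h and 6 h at an adjusted p under 0.05 by limma was 0 under each alternative run for it, beside 1090, 833 and 406 genes at an unadjusted p under 0.05 for Ang II, Losartan and PD123319. The depth limits what can be tested, since the median share of spots well above background per group was 58.2% to 61.0% at 3 h and 68.9% to 70.5% at 6 h.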

Differences from the paper's values

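The t-tests per probe on the deposited values and the fits leaving out spots with a flagged background or dim spots below 0 at 3 h were chosen after seeing the values, and the other alternatives were set before the data were examined. Of 38 log2 fold changes and 11 counts compared with the paper's, 5 and 11 differed.

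For Ang II x Control at 3 h, the paper's supplement gives 494 genes, against 1491 here. The fit without the replicate block gave 351 and with the paired t-test 659, which are within 1.5 times the paper's, and the other 13 alternatives are not. For Ang II+PD123319 x Ang II at 6 h, the paper's supplement gives 180, against 623 here, with 157 under the normexp background, and the other 14 alternatives differ. In Ang II+Los x Ang II at 3 h the paper shows about 120 genes in Figure 1A, read by eye, against 1389 here, with 136 for the paired t-test and 96 for the unpaired t-test, and the other 13 differ. In Ang II+PD123319 x Ang II at 3 h the paper shows about 100 in Figure 1A, read by eye, against 362 here, with 149 for the paired t-test and 67 for the unpaired t-test, and the other 13 differ. In Ang II x Control at 6 h the paper shows about 510 in Figure 1A, read by eye, against 1885 here, with 527 without the replicate block, 733 for the paired t-test and 755 under the normexp background, and the other 12 differ. In Ang II+Los x Ang II at 6 h the paper shows about 550 in Figure 1A, read by eye, against 150 here, with 483 without a filter on dim probes and 424 without replicate 1, and the other 13 differ. A paired t-test per probe on the deposited values, chosen after seeing the values, gave 477, 182, 96, 101 and 518 genes for the first 5 of these, and for the last 33 with the fold limits and 569 without them.

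The paper's text gives 28 common genes for Ang II x Control at 3 h and 6 h, against 264 here, with 42 for the paired t-test, and the other 14 alternatives differ. The paper's supplement gives 13 common genes of Ang II x Control and Ang II+Los x Ang II at 3 h, against 172 here, with 13 for the unpaired t-test, and the other 14 differ. It gives 27 for Ang II x Control and Ang II+PD123319 x Ang II at 3 h, against 196 here, with 31 without the replicate block, 36 for the paired t-test and 20 for the unpaired t-test, and the other 12 differ. At 6 h the paper's numbers are 7 and 21, against 62 and 92 here. For the 7, the paired t-test gave 9 and the other 14 differ. The paper's Figure 1A shows about 32 in place of the 7, read by eye, and against that number 40 with the strict filter, 30 with the deposited values and 33 without replicate 3 are within 1.5 times, while the 62 and the other 12 differ. Against the 32, the paired t-test per probe on the deposited values with fold limits for Ang II x Control alone, chosen after seeing the values, gave 27. For the 21, the fit without the replicate block gave 18, the paired t-test 31 and the normexp background 14, and the other 12 differ. The paired t-test per probe on the deposited values, chosen after seeing the values, gave 29, 7, 23, 6 and 22 in this order.

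Among the log2 fold changes, Zyx in Ang II x Control at 6 h is 0.29 in the paper's supplement and -0.10 here. Per probe, 1 of its 2 probes gave 0.28, which does not differ, and the other -0.48, which does, and the other 14 alternatives differ. In the paired t-test per probe on the deposited values, chosen after seeing the values, these probes gave 0.29 and -0.48. Pdpn in Ang II+PD123319 x Ang II at 6 h is -0.38 in the paper's supplement and -0.26 here, with -0.37 for 1 of its 2 probes and -0.15 for the other, and the other 14 alternatives differ. Stk3 in the same comparison is -0.14 in the paper's and -0.059 here, with -0.11 under the normexp background and -0.13 for 1 of its 2 probes and 0.015 for the other, and the other 13 differ. Mdfic there is -0.15 in the paper's and -0.092 here, with -0.15 for 1 of its 2 probes and -0.034 for the other, and the other 14 differ. The paired t-test per probe on the deposited values, chosen after seeing the values, gave -0.38, -0.13 and -0.15 for 1 probe each of Pdpn, Stk3 and Mdfic. Cdk1 in Ang II+Los x Ang II at 3 h is -0.040 in the paper's and 0.016 here, with -0.0023 for the deposited values and -0.06 without replicate 2, and the other 13 differ.

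The paper lists Rev3l, Zyx, Nek2 and Pias1 as changed by Ang II at both times. Here 2 of the 4 passed the limits at 3 h and 2 of the 4 at 6 h, and none passed at both. Rev3l had 0.09 at 6 h and passed there under no setting run. Zyx had -0.10 at 6 h and passed per probe, where its 2 probes moved in opposite directions, and in the tests on the deposited values chosen after seeing the values. Nek2 had 0.63 at 3 h and passed with the 8 arrays of the comparison alone and with the deposited values in limma. Pias1 was not tested at 3 h and passed in the tests on the deposited values chosen after seeing the values.

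The paper states that 8 anaphase-promoting complex genes changed with Ang II. Here 3 of 8 passed at 3 h and 2 of 8 at 6 h. Cdc20 (0.17 at 6 h), Bub1b (0.18) and Psma1 (0.25) passed at neither time. Nup107 passed at 3 h without replicate 1 and Ccnb1 at 6 h without replicate 3. Psma1 passed at 3 h under the normexp background and at 6 h with quantile normalization and without replicate 1. The t-test per probe on the deposited values without fold limits, chosen after seeing the values, called 8 of 8 at 6 h and 1 of 8 at 3 h.

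Of the genes the paper measured by qPCR, Bcar1 (-0.20), Prkca (-0.11) and Vegfa (-0.32) did not pass here. Bcar1 passed per probe, with the deposited values and with spots of a flagged background left out, an alternative chosen after seeing the data. Prkca passed in the t-test on the deposited values without fold limits, chosen after seeing the values. Vegfa passed after scaling to the 75th percentile, under the normexp background, per probe, with the deposited values, without replicate 1 or 3, and in both t-tests per probe on the deposited values chosen after seeing the values.

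The paper names 5 DE hubs for each comparison. Here 1, 1, 1, 0, 2 and 0 of 5 passed the limits in Ang II x Control at 3 h and 6 h, Ang II+Los x Ang II at 3 h and 6 h, and Ang II+PD123319 x Ang II at 3 h and 6 h. Among those not passing, Cap1 and Slc7a5 passed in the paired t-test and with the 8 arrays alone, and Gnb2 there and without replicate 2. Rraga passed without replicate 2. The t-test per probe on the deposited values with fold limits, chosen after seeing the values, added Cap1, Gnb2, Rora, Pdpn and Slc7a5. Without fold limits it added Fkbp4, Rraga, Fnta, Racgap1, Ctsa, Fcgr2b, Actn4, Ccne1, Dnajb9, Mypt1, Myc, Ung and Mdfic. Kifc1, Smc1l1 and Stk3 passed under no setting run.

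The paper states that the antagonists mostly lowered genes of protumoral processes, as seen in its subnetworks, which were not rebuilt here. Among all the genes past the limits here, the share that was lower was 53.8% and 40.7% with Losartan at 3 h and 6 h and 23.8% and 32.3% with PD123319. The DE hubs reported here were lower with each antagonist, apart from Ccne1 with Losartan (0.16). These are wider or smaller sets than the subnetworks. For the comparisons under 50%, shares over 50% were reached for PD123319 at 3 h without replicate 4 (56.1%) and at 6 h with the unpaired t-test (56.0%), and in the t-test per probe on the deposited values, chosen after seeing the values, for Losartan at 6 h (51.5%) with fold limits and for PD123319 at 3 h (61.1%) and 6 h (55.6%) and Losartan at 6 h (57.6%) without them.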

Other observations

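In this part, the tests of the antagonists, of the size of the replicate differences and of the slide position for the gene lists were chosen after the result was seen. So were the test of the Losartan count without a replicate, the test of the Losartan count in Figure 1A, the test of its common genes with limits for Ang II x Control alone, and the tests of the SRF and YAP target list against Control. The splits were first fitted to 8 arrays, and the fit to 16 arrays was chosen after those counts were seen. The other tests in this part were written down before they were run.

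Splits of the 8 arrays of a comparison into 4 and 4 were fitted without the replicate block. Of 35 splits, the real one included, 17, 20 and 31 gave as many genes past both limits at 3 h for Ang II x Control, Ang II+Los x Ang II and Ang II+PD123319 x Ang II, and 19, 29 and 29 at 6 h. By these splits, which ignore the pairing by slide, chance is not excluded. With the 8 arrays alone, 24, 25 and 30 of 35 did at 3 h and 23, 29 and 29 at 6 h. The split that follows the scans at 3 h gave 2032, 4067 and 2264 genes, against 351, 345 and 62 for the real groups in the same fit. The blocked fit gave 1491, 1389 and 362. In that fit, splits that swap the arrays within pairs number 8, and 1, 1 and 3 of them reached the count at 3 h and 1, 3 and 1 at 6 h, the real one included. The other swaps gave at most 1063, 1354 and 507 genes at 3 h and 1209, 272 and 572 at 6 h, against 1885, 150 and 623 for the real groups at 6 h. In 100 draws with residuals exchanged within replicate numbers, which keep the pairing, 2 reached the count of Ang II x Control at 6 h. That is fewer than 1 in 20, for 1 of 6 counts tested, and 10 to 82 draws reached the counts of the other 5 comparisons. For the number of gene lists past the threshold, the swaps that reached it were 1, 1 and 2 at 3 h and 2, 6 and 2 at 6 h. A share under 0.05 is not possible with 8 splits.

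In Ang II+Los x Ang II at 3 h, 1389 genes passed both limits, and 222 did without replicate 2. Chance gives 681.5 genes at an unadjusted p under 0.05, a number that has no fold limit and is therefore a lenient bound to fall under. A strong share of replicate 2 is a candidate explanation for the size of this count.

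Of 7 gene lists written for this work, 11 of 42 tests passed an adjusted p under 0.05 by camera and 0 by fry. The DNA replication list, which holds Mcm5, Mcm6, Mcm7 and Pcna, that the paper also names, was higher with Ang II in 20 of 20 genes at 3 h (median 0.34, camera adjusted p = 1.27e-07) and at 6 h (median 0.41, 1.27e-07). Its means in replicates 1 to 4 were 0.10, 0.83, 0.22 and 0.53 at 3 h and 0.10, 0.79, 0.05 and 0.67 at 6 h. The mitosis list was higher in 19 of 19 genes (0.24, 1.23e-05) and 20 of 20 genes (0.17, 5.64e-05). The unfolded protein response list was lower with Ang II in 11 of 13 genes at 3 h (median -0.47, 0.000502) and in 13 of 13 at 6 h (median -0.63, 7.57e-05). Its means in replicates 1 to 4 were 0.04, -1.51, -0.13 and -1.70 at 3 h and 0.10, -1.38, -0.01 and -1.19 at 6 h. The SRF and YAP target list was lower with Losartan at 6 h (median -0.11, 4.36e-05) and with PD123319 at 6 h (median -0.20, 6.73e-07), in 15 of 16 genes each. The ERK output list was lower with PD123319 at 3 h in 15 of 15 genes (median -0.21, 7.92e-06) and at 6 h in 12 of 15 (median -0.12, 0.0286), and the DNA replication list was lower with PD123319 at 6 h in 19 of 20 genes (median -0.13, 0.0139). The immediate early and the hypoxia and glycolysis lists passed in no comparison. Under fry, which lets the data set the correlation between genes, each of these lists had an adjusted p over 0.05.

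For 7 of these results, 10000 random lists matched on brightness and GC content of the probes were drawn. A median as extreme came in 0% of them for the DNA replication list at 3 h, 0% at 6 h, 0% for the unfolded protein response list at 3 h, 0% at 6 h, 0% for the SRF and YAP targets with Losartan, 0% with PD123319, and 0% for the ERK output list, which argues against probe brightness and GC content as the source.

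With the antagonist that left the lower share, 90.0% of the difference from Control was left for the DNA replication list at 3 h, 108% for the unfolded protein response list at 3 h and 106% at 6 h. For the DNA replication list at 6 h, 69.0% was left. The same Control arrays stand in both differences, so that a shift of Control alone would leave all of it. If the difference comes from Ang II, a need for 1 receptor would bring a full reversal in antagonist x Ang II. A shift of Control alone would leave antagonist x Ang II near 0 as well. With Losartan and PD123319, the unfolded protein response mean moved by -0.16 and -0.068 at 3 h (SD of pairs 0.33 and 0.12). At 6 h it moved by -0.036 and -0.062 (SD 0.063 and 0.075). DNA replication at 3 h moved by -0.042 and -0.039 (SD 0.077 and 0.070). The Ang II x Control means were -0.83, -0.62 and 0.42. If these differences come from Ang II, the antagonist values argue against such a need, provided each antagonist blocked its receptor. They do not tell an effect of Ang II from a shift of Control. For DNA replication at 6 h (0.40 for Ang II x Control), PD123319 gave -0.12 (SD 0.11), so that a partial need stays open. Losartan gave 0.025 (SD 0.10) there. The 4 replicate differences of Ang II x Control spanned 0.73 and 1.75 on the log2 scale at 3 h for these lists. They spanned 0.73 and 1.49 at 6 h, while those between an antagonist and Ang II spanned 0.14 to 0.68. Whether 1 effect of the same size in every replicate lies under them cannot be told from 4 replicates. Handling or slide position shared by every Ang II group cannot be told apart from Ang II, since 0 Control arrays lie at another position than 1, at 3 h and 6 h and for each of these lists.

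The SRF and YAP targets were compared with Control at 6 h. They were lower in 2 of 4 replicates with Losartan, so that chance values of the shared Ang II arrays may account for the change against Ang II. With PD123319 they were lower in 3 of 4 replicates, which leaves the same explanation open.

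The correlation of the Ang II fold changes at 3 h and 6 h (0.36) was reached by 0 of 100 draws, which argues against chance values that are independent between the times. If replicates with the same number shared a culture or a day, their correlations across times would be the largest. Of the 24 ways to match the numbers, 10 gave as large a sum (exact p = 0.417, the smallest possible being 0.0417). Different numbers correlated with up to 0.30, as equal numbers did, so that 4 replicates do not decide this and it stays open. The unfolded protein response means at 3 h and 6 h go with a shared culture or day. They were -1.51 and -1.38 in replicate 2, -1.70 and -1.19 in replicate 4, and between -0.13 and 0.10 in replicates 1 and 3. The immediate early means do not, with -0.64 at 3 h and 0.38 at 6 h in replicate 2. The position on the slide stays open, as 0 Control arrays lie at another position than 1. An effect of Ang II common to both times stays open as well.

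Figure 1A and Table S15 were compared with the tests on the deposited values. For Ang II+Los x Ang II at 6 h, the paired t-test per probe gave 33 genes with the fold limits and 569 without them, a number close to that of the figure, so that fold limits not applied to that comparison are a candidate explanation for its count. For the common genes of Ang II x Control and Ang II+Los x Ang II at 6 h, the same test gave 85 without limits and 6 with them, against 7 in Table S15. The 85 argues against limits applied in the table and left out of the figure for both comparisons, as it is far from the number of the figure. With limits for Ang II x Control and none for Ang II+Los x Ang II, the test gave 27, within 1.5 times the number of the figure, so that limits missing in the figure for Losartan alone are a candidate explanation for both numbers.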
